# HDAC1/2 inhibitor therapy improves multiple organ systems in aged mice

**DOI:** 10.1016/j.isci.2023.108681

**Published:** 2023-12-12

**Authors:** Alessandra Tammaro, Eileen G. Daniels, Iman M. Hu, Kelly C. ‘t Hart, Kim Reid, Rio P. Juni, Loes M. Butter, Goutham Vasam, Rashmi Kamble, Aldo Jongejan, Richard I. Aviv, Joris J.T.H. Roelofs, Eleonora Aronica, Reinier A. Boon, Keir J. Menzies, Riekelt H. Houtkooper, Georges E. Janssens

**Keywords:** Drugs, Molecular biology, Epigenetics, Omics, Transcriptomics

## Abstract

Aging increases the risk of age-related diseases, imposing substantial healthcare and personal costs. Targeting fundamental aging mechanisms pharmacologically can promote healthy aging and reduce this disease susceptibility. In this work, we employed transcriptome-based drug screening to identify compounds emulating transcriptional signatures of long-lived genetic interventions. We discovered compound 60 (Cmpd60), a selective histone deacetylase 1 and 2 (HDAC1/2) inhibitor, mimicking diverse longevity interventions. In extensive molecular, phenotypic, and bioinformatic assessments using various cell and aged mouse models, we found Cmpd60 treatment to improve age-related phenotypes in multiple organs. Cmpd60 reduces renal epithelial-mesenchymal transition and fibrosis in kidney, diminishes dementia-related gene expression in brain, and enhances cardiac contractility and relaxation for the heart. In sum, our two-week HDAC1/2 inhibitor treatment in aged mice establishes a multi-tissue, healthy aging intervention in mammals, holding promise for therapeutic translation to promote healthy aging in humans.

## Highlights

• Transcriptome-based drug screening finds Cmpd60 as longevity intervention
• Renal aging: Cmpd60 curtails epithelial-mesenchymal transition and fibrosis
• Brain aging: Cmpd60 diminishes dementia-related gene expression
• Cardiac aging: Cmpd60 enhances ventricular contractility

## Introduction

Increased age in individuals is linked to increased age-related chronic disease.^1^ Although aging was long considered a passive process, it is now recognized that the rate of aging can be regulated by so-called longevity pathways.^2^ These pathways are diverse and can include modulation of the insulin-signaling pathway (e.g., targeting insulin-like growth factor 1 [IGF1],^3^ insulin-like growth factor 1 receptor [IGF-1R],^4^ or insulin receptor substrate 1 [INSR]^5^), by modulation of mitochondrial biology (e.g., overexpression of sirtuin 6 [SIRT6]^6^), or by improving DNA repair (e.g., overexpression of the mitotic checkpoint gene BUB1, improving genomic stability^7^). Accordingly, many of these genetic interventions influence defined hallmarks of aging, including genomic instability, telomere attrition, epigenetic alterations, a loss of proteostasis, deregulated nutrient sensing, mitochondrial dysfunction, cellular senescence, and stem cell exhaustion.^2^^,^^8^

The body of evidence demonstrating genetic interventions that modulate healthy longevity offers the potential for pharmaceutical development targeting these pathways, with the hopes to improve health in the elderly. These pharmaceutical interventions, termed geroprotectors, as they protect the gerontological part of life, are increasingly being uncovered.^9^^,^^10^^,^^11^^,^^12^ In light of this, a first major testing of one of these compounds is underway in humans with the diabetes drug metformin and the “Treating Aging with Metformin” (TAME) clinical trial,^13^ to determine the ability to decrease the incidence of age-related diseases in the elderly.

Although there are multiple candidate geroprotectors in line for testing in humans,^11^ there is still a great need for second-generation geroprotectors that are more potent and better recapitulate the longevity benefits resulting from genetic interventions. To address this need and circumvent the inherent difficulties of screening for such molecules, which require identifying a proper screening marker, assay development, and chemical screening, our team has been pioneering transcriptome-based drug screening for longevity interventions. For example, our approaches have identified (1) HSP90 inhibitors as proteostasis-inducing longevity interventions,^12^ (2) longevity compounds with minimized probabilities of side effects in humans,^14^ (3) the acetylcholine receptor as a target to activate the pro-longevity transcription factor FOXO3,^15^^,^^16^ and (4) the antiretroviral zidovudine to activate the pro-longevity transcription factor ATF4.^17^ In addition to our own work, *in silico* drug screening has been used to identify a novel treatment for metabolic disorder,^18^ identify mimetics for the calorie restriction longevity intervention,^19^ and in general, de-risk early phase drug screening.^20^

In the current work, we performed multiple *in silico* drug screens using transcriptional profiles of 2,837 small molecules testing their ability to mimic known genetic longevity interventions. We identified one compound that was most commonly found to mimic the transcriptional profile of the genetic longevity interventions. This benzamide-based small molecule, termed compound 60 (Cmpd60; aka Merck60 or BRD 692), is a selective histone deacetylase 1 and 2 (HDAC1/2) inhibitor. Cmpd60 was previously shown to repress growth in certain hematologic malignancies *in vitro*^21^ and *in vivo* to cross the blood-brain barrier to reduce anxiety in mice.^22^ Here, we used a combination of molecular, phenotypic, and bioinformatic analyses in multiple disease cell models and mouse models for age-related disease to establish if Cmpd60 acts as a geroprotector. Indeed, we found that Cmpd60 treatment attenuates age-associated phenotypes across multiple organ systems, including the kidney, brain, and heart. This is in line with our finding that Cmpd60’s transcriptional signature mimics diverse longevity interventions and with other individual accounts of certain (pan- or class-specific) HDAC inhibitors benefiting individual diseases.^23^ Our work establishes for the first time specifically HDAC1/2 inhibition as a healthy aging intervention in mammals, further demonstrates that a single molecule can have pleiotropic beneficial effects for healthy aging on multiple organ systems, and paves the way for the development of more potent geroprotective therapeutics in mammals capable of recapitulating the benefits of diverse known genetic longevity interventions.

## Results

### *In silico* transcriptome screening for pharmaceuticals mimicking genetic longevity interventions

In order to identify small molecules that could recapitulate the benefits of multiple genetic longevity interventions, we consulted the GeneAge database, where we found 75 genetic interventions (i.e., either knockdown/outs or overexpressions), which have been documented to extend lifespan.^24^ We next turned to the library of integrated-network-based cellular signatures (LINCS), an online database and software suite containing mRNA signatures of both drug-treated and genetically perturbed human cell lines.^25^^,^^26^ Cross-referencing our list of 75 genetic longevity interventions with genetic perturbation cell lines, we found transcriptional signatures were available in the LINCS database for 25 of these (Figure 1A). These 25 interventions, along with FOXO3 overexpression as recently described,^15^ were used to query the LINCS database consisting of high-certain transcriptomes of 2,837 small molecules present in 8 core cell lines (PC3, VCAP, A375, HA1E, HCC515, HT29, MCF7, and HEPG2), and identify those whose transcriptomic signatures were most similar to at least one of the genetic longevity intervention’s transcriptomes (LINCS score >90). To ensure the highest likelihood that our drug list would indeed benefit the aging process, we imposed a filter on the query, requiring that a drug’s known target must also be included as a genetic perturbation hit. This resulted in 498 compounds mimicking at least one genetic longevity intervention (Figure 1A). Finally, drugs were ranked according to the number of genetic longevity interventions they transcriptionally mimicked, to form a prioritization ranking (Figure 1B).

**Figure 1:**
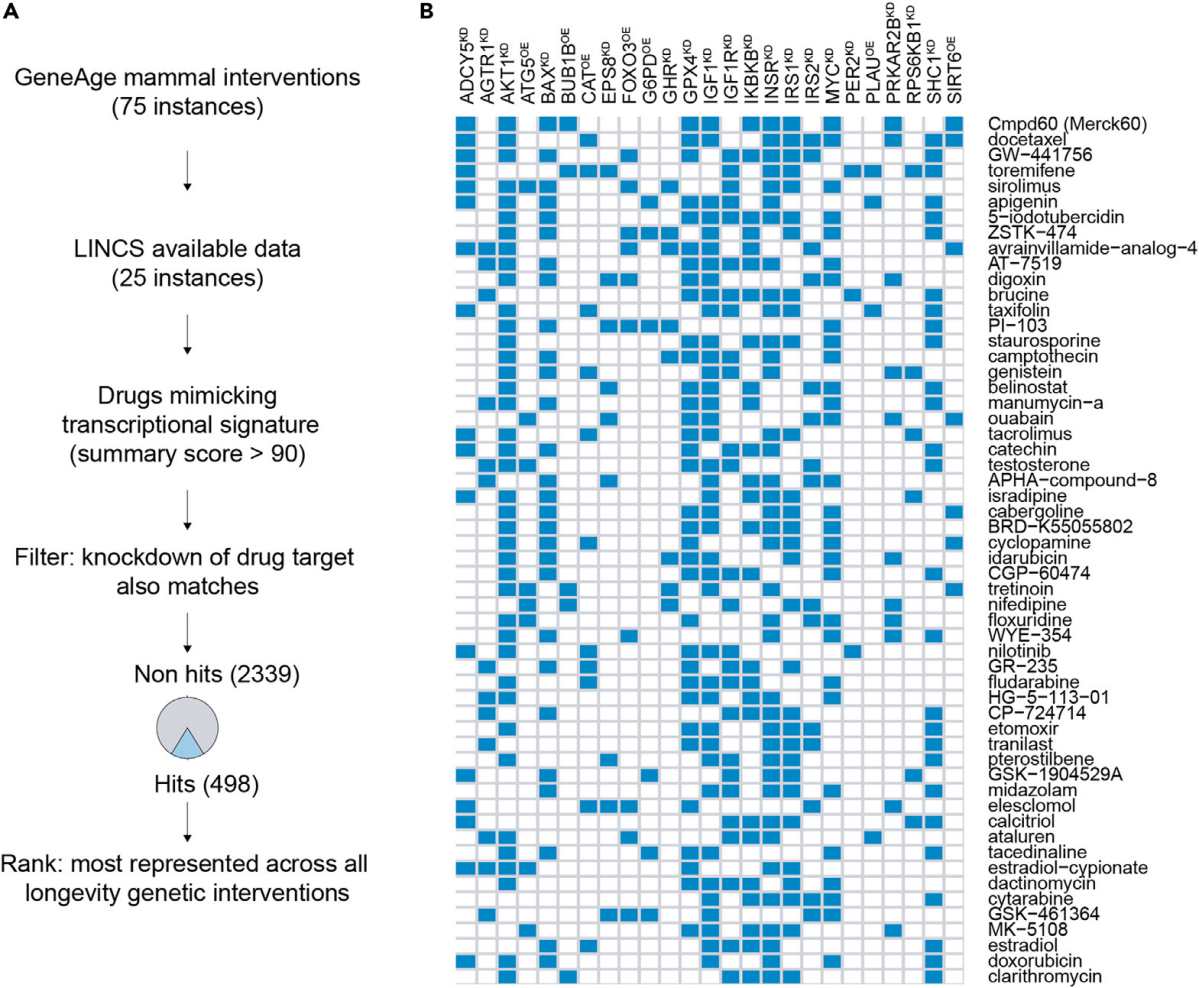
Compound screen strategy and results to identify geroprotectors mimicking genetic longevity interventions (A) General outline of screening strategy. GeneAge database was consulted for listing of genetic interventions, which were cross-referenced against the LINCS transcriptome database of cellular perturbations. Compounds best matching a genetic longevity intervention at the transcriptional level were selected for further evaluation, and only those whose drug targets were also present in knockdowns in the screen were included. This resulted in 498 compounds that were ranked based on how many different genetic longevity interventions their transcriptional profiles could recapitulate. (B) The top drugs ranked first (top, Cmpd60 as top-ranked small molecule) to last (bottom) according to how many genetic interventions they mimic (blue indicates a positive hit).

When exploring the ranked list of drugs mimicking the most longevity interventions, we noted many well-studied drugs in the context of aging (Figure S1). For example, the 3^rd^ ranking drug, mimicking 10 out of the 25 genetic interventions, was sirolimus, well known to extend lifespan in diverse model organisms.^27^ Furthermore, ranked 4^th^ and 5^th^ included other molecules that extend lifespan in *Caenorhabditis elegans*, including digoxin,^28^ taxifolin,^29^ genistein,^30^ and catechin.^31^ Indeed, many top ranked small molecules from our screen either extend lifespan in model organisms or have other direct links to age-related pathways (Figure S1). However, the top ranked compound, which is the only one to bear transcriptional similarity to 12 out of the 25 genetic longevity interventions, was termed ‘‘compound 60” (Cmpd60, or “Merck60”) and had not yet been explored in the context of healthy aging (Figure 1B).

Cmpd60 is a benzamide-based small molecule that selectively inhibits histone deacetylase 1 and 2 (HDAC1/2). Interestingly, Cmpd60 mimicked the effects of the metabolic-related genetic longevity interventions including knockdown of AKT (AKT^KD^) and knockdown of multiple components of the insulin signaling pathway including INSR^KD^ and IRS1^KD^ (Figure 1B), in line with reports that pan-HDAC inhibition can prevent insulin resistance and obesity in mice fed a high-fat diet.^32^ Furthermore, because HDAC inhibitors as a drug class may harbor some of the most promising geroprotective compounds,^23^ we believed Cmpd60 was an intriguing molecule to further explore in the context of geroprotection.

### Cmpd60 in aged mice restores youthful molecular and physiological renal parameters

In order to investigate Cmpd60’s potential protective effects during aging, we first turned to an *in vitro* model of renal fibrosis, a hallmark of age-related kidney disease. During aging, senescent tubular epithelial cells (TECs) accumulate in the kidney,^33^ which produce a wide range of profibrotic mediators, such as transforming growth factor β (TGF-β).^34^ This profibrotic cytokine in turn affects TECs’ phenotype, promoting a partial epithelial-mesenchymal transition (EMT), ultimately leading to renal fibrosis.^35^ Partial EMT in TECs is marked by an increased expression of the mesenchymal gene alpha-smooth muscle actin (αSMA) and a decrease in zonula occludens-1 (ZO-1) and E-cadherin.^36^^,^^37^ Indeed, treating TECs with recombinant TGF-β was sufficient to significantly increase αSMA and reduce ZO-1 protein expression (Figure 2A). We then tested if Cmpd60 could prevent EMT in TECs. We used a dose of 1 μM Cmpd60, which is a non-toxic dose (Figure S2A) that effectively increases histone acetylation levels at histone H3K18 and H4K8 (Figures S2B and S2C). Strikingly, Cmpd60 partially prevented EMT upon TGF-β stimulation, reducing αSMA and increasing ZO-1 and E-cadherin protein expression (Figures 2A and S2D).

**Figure 2:**
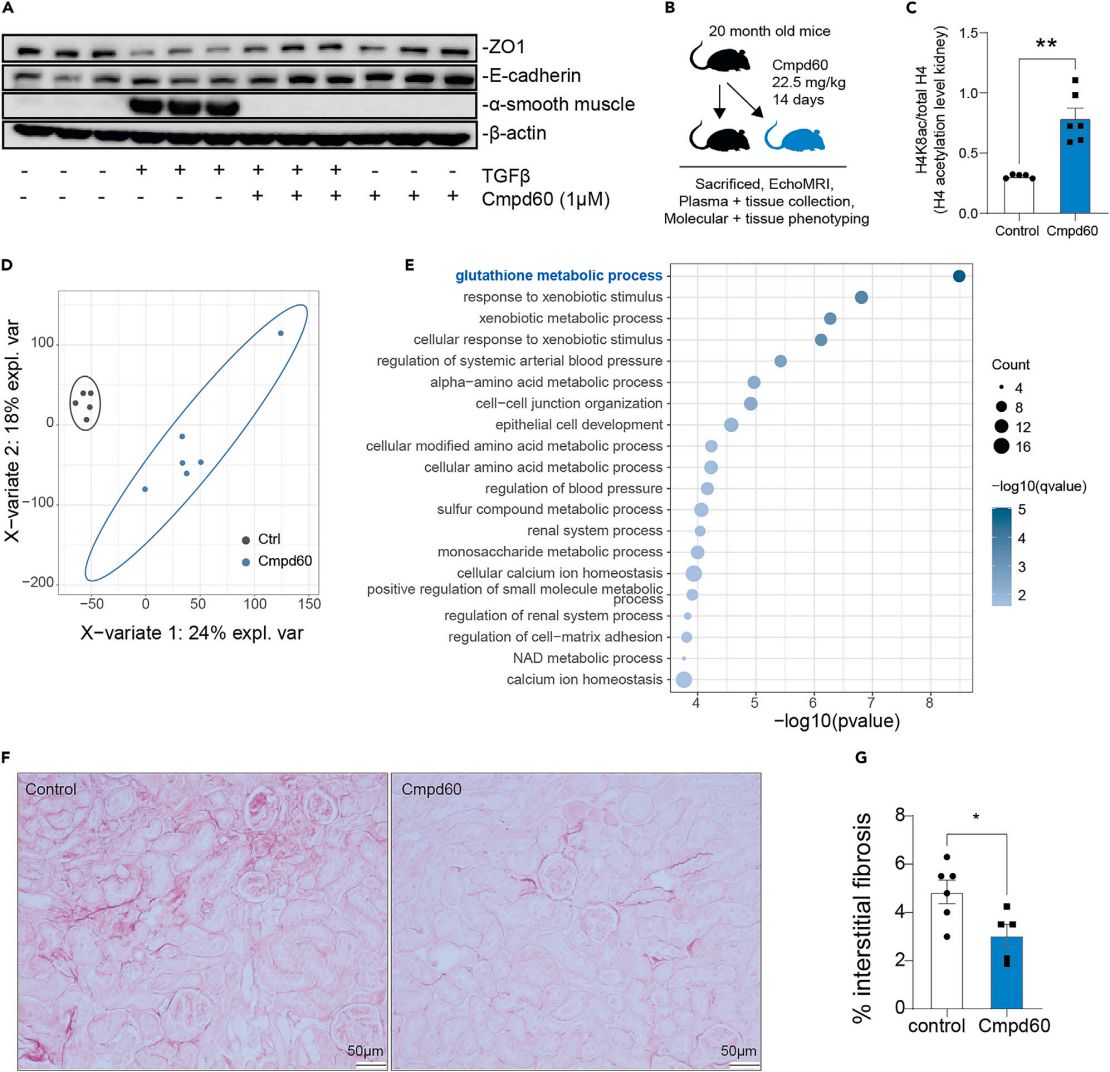
Influence of Cmpd60 on aging kidney (A) Representative western blot of tubular epithelial cells (TECs) treated with 20 ng/mL of recombinant TGF-β and with and without Cmpd60 (1 μM) for 72 h. Protein lysates of TECs blotted for anti-ZO-1, anti-E-cadherin, anti-αSMA, and β-actin. Cmpd60 suppresses markers for partial EMT, a hallmark of age-related renal fibrosis (n = 3)/group. (B) Schematic of aged mouse treatment regimen with Cmpd60 and analyses. (C) Relative histone H4 acetylation levels (H4K8Ac) assessed by western blot in renal tissue of aged mice with and without Cmpd60 treatment. Protein expression was normalized against H4 total and expressed as mean ± SEM. Mann Whitney test was used to determine statistical differences. ∗∗p < 0.01. (n = 5–6)/group. (D) PLS-DA analysis of aged mice treated with and without Cmpd60 (n = 5–6)/group. (E) Top GO terms of upregulated processes in aged mice treated with Cmpd60 (see also Table S2). (F) Representative histological images of picrosirius red staining in kidney of aged mice with and without Cmp60. (n = 5–6)/group. (G) Quantification of interstitial fibrosis determined by the percentage of positive picrosirius red staining/high power field, in mice treated with and without Cmpd60. Percentage of positive staining was assessed with ImageJ software. Data are expressed as mean ± SEM and the Mann Whitney test was used to determine statistical significance. ∗p < 0.05, (n = 5–6)/group.

To determine Cmpd60’s geroprotective effects on the kidney at the molecular and physiological levels, we proceeded to treat aged male mice (20 months old) via intraperitoneal injection for 14 days with either Cmpd60 (22.5 mg/kg) or control (Figure 2B). This dosing regimen was based in part on previous studies with Cmpd60.^22^ EchoMRI measurements showed that fat mass, lean mass, and total body weight did not change between treated and untreated mice, suggesting that Cmpd60 was tolerated at the dose used (Figure S2E), which matched the observation that blood biochemistry markers for renal and liver toxicity did not differ between the two groups (Figure S2F). Assessing acetylation levels revealed an increase of H4K8 acetylation in Cmpd60-treated kidneys, demonstrating efficacy of the intervention (Figures 2C and S2G).

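Kidney RNA was sequenced from 6 Cmpd60-treated and 5 control mice aged 20 months, after 14 days of intraperitoneal injection with 22.5 mg/kg Cmpd60 or control. The authors isolated mRNA with oligo-dT beads, aligned the reads with HISAT2, counted them on Ensembl genes with HTSeq and deposited the counts without normalization. The groups are those of the paper's Table S1 and of the sample names, and the treatment field of the kidney sample labels gives the opposite. Between 25164965 and 39171083 reads per mouse were counted on genes, with a median of 27642016 in the Cmpd60-treated mice and 28713227 in the control mice. In the smallest kidney library, a count of 0 allows up to 0.119 CPM. The counts were normalized with edgeR's TMM method and tested with its quasi-likelihood test, over the 20698 genes with more than 2 counts in at least 3 kidney libraries. On counts simulated from the kidney means and library sizes, in which 200 of 20172 genes were changed, the test recovered 186 of the changed genes at an adjusted p-value below 0.05 and made 12 false calls. The simulated changes were set in genes of at least 1 CPM. Each was larger than 0.54, the median size of the log2 fold change among kidney genes with a p-value below 0.01. Recovery of smaller changes was not simulated.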

To assess the molecular effects of Cmpd60 on the kidney, we performed RNAseq transcriptomics on kidneys from the treated and untreated aged mice (Table S1). 

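Partial least squares discriminant analysis (PLS-DA) was run with mixOmics on the log2 CPM of all genes tested in the kidney, each gene scaled to the same variance. Component 1 held 23.1% of the variance and component 2 held 17.4%, and the Cmpd60-treated and control libraries did not overlap on component 1. The labels enter this method, and 97 of 100 splits of the same 11 libraries into groups of the same sizes, the real split included, were free of overlap on component 1. When each library was left out of the fit and then predicted, 2 of the 11 libraries were assigned to the other group, the Cmpd60-treated replicates 52 and 54. The number was also 2 without scaling of the genes and with a stricter filter on low counts. Leaving out each library of a random split gave a median of 6 libraries assigned to the other group.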

Samples could be readily differentiated using partial least squares discriminant analysis (PLS-DA) (Figure 2D). Exploring the data further, we calculated differential expression between the groups, where we noted that inhibition of HDAC1/2 with Cmpd60 imparted clear differences on the transcriptional landscape (p < 0.01, Table S1). 

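In the kidney, 782 genes had a p-value below 0.01, of which 375 were higher and 407 lower in the Cmpd60-treated mice, where 207 would be expected by chance. After Benjamini-Hochberg adjustment, 62 genes had an adjusted p-value below 0.05, 39 of them higher and 23 lower. That second number moved most with DESeq2 in place of edgeR, which called 429 genes, and it fell to 20 without control replicate 46 and rose to 131 without Cmpd60-treated replicate 52. In 476 of the genes tested (2.30%), every Cmpd60-treated mouse lay on the same side of every control mouse, where chance gives 0.433%. Among genes with an adjusted p-value below 0.05 and complete separation of the groups, the largest increases were in Ugt1a10 and Gm6614 and the largest decreases in Slc22a22 and Hrg. Ugt1a10 (ENSMUSG00000090165) was at 16.7 ± 9.35 CPM (SD, n = 6) in the Cmpd60-treated mice and 2.74 ± 1.23 CPM (SD, n = 5) in the control mice. Its log2 fold change was 2.62 (standard error 0.40, adjusted p = 0.0117 from edgeR's quasi-likelihood test), and its reads can be shared with the other genes of the Ugt1a locus. Gm6614 (ENSMUSG00000079263) had a log2 fold change of 2.09 (standard error 0.27, adjusted p = 0.00294 from the same edgeR test). Slc22a22 (ENSMUSG00000022366) was at 19.4 ± 7.46 CPM (SD, n = 6) with Cmpd60 and 74.3 ± 14.2 CPM (SD, n = 5) without, and its log2 fold change was -1.94 (standard error 0.21, adjusted p = 0.000652 from the same edgeR test). Hrg (ENSMUSG00000022877) had a log2 fold change of -1.92 (standard error 0.33, adjusted p = 0.0197 from the same edgeR test).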

To better understand what these changes were, we performed gene ontology (GO) term and KEGG pathway analyses on the up- and downregulated genes (Figure 2E and Table S2). 

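The glutathione S-transferase genes were examined as a family, named by symbol before the data were examined, since GO annotation was not used here. The paper reports glutathione genes as raised on these same libraries, so the choice of the family is not independent of them. Of the 25 members tested in the kidney, 18 were higher and 7 lower with Cmpd60, with a median log2 fold change of 0.22. The family ranked above the other genes with a p-value of 1.76e-10 in limma's camera test with its preset correlation between genes. The call held in limma's fry test, with a p-value of 0.00389, and in camera with the correlation estimated from the data, which moved the p-value most, to 0.0110. Reads that aligned equally well to several members could be lost or split between paralogs, so the counts of all 25 members were also summed. The sum was 2454 ± 419 CPM (SD, n = 6) in the Cmpd60-treated mice and 1745 ± 130 CPM (SD, n = 5) in the control mice (two-sided exact permutation test on log2 values, p = 0.00433), and this difference exceeded the spread between replicates. Under the GO term for glutathione metabolic process, the paper's table lists 10 of 290 raised genes that have a GO annotation, with an adjusted p-value of 1.12e-05 that is the paper's.

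**Figure D1:**
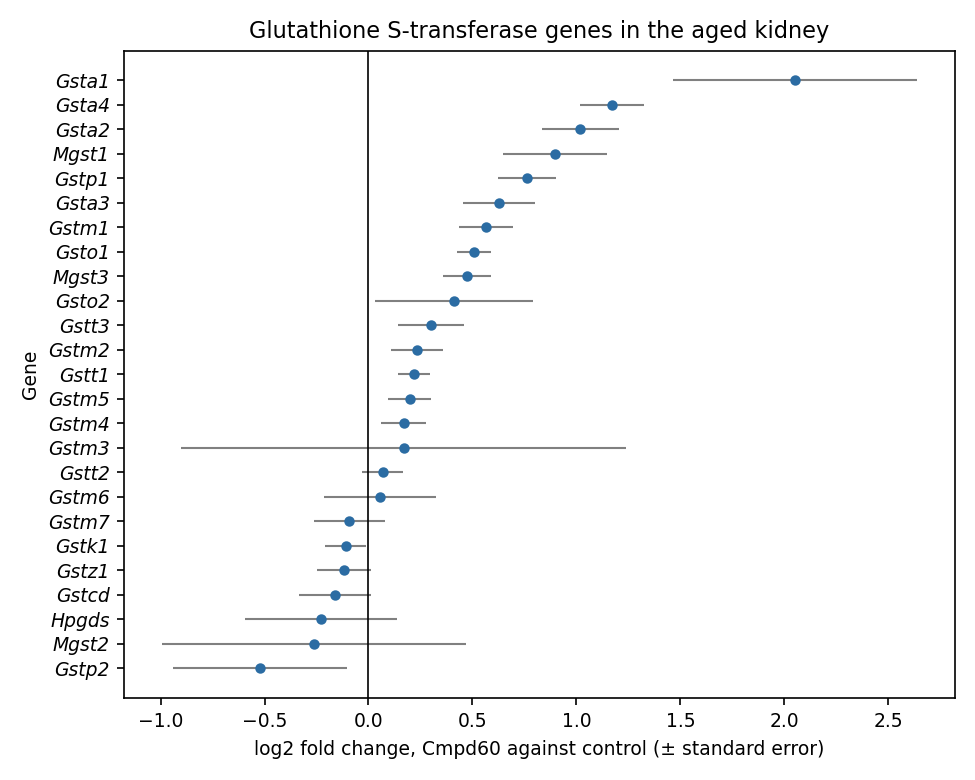
Log2 fold change of each glutathione S-transferase gene tested in the kidney, Cmpd60-treated against control mice, with bars of 1 standard error from edgeR. Of the 25 genes, 18 lie to the right of 0.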

Here, we found the top upregulated GO term was one often associated to longevity, healthy aging, and oxidative stress protection, namely, glutathione metabolic processes^38^ (Figure 2E). These genes included glutathione S-transferase genes (*Gstm1*, *Gsta3*, and *Gsta4*) (Figure S2H), an important family of detoxifying and cytoprotective enzymes crucial for longevity^39^ and a protective mechanism against the development of renal fibrosis healthy aging and oxidative stress protection. 

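Of the 10 genes that the paper lists under this term, 9 could be named in the count files and all 9 were higher with Cmpd60, with log2 fold changes from 0.35 to 1.17. Over all genes tested, 3 of the 9 had an adjusted p-value below 0.05, namely Gsta4, Gsta2 and Gstp1, and 9 did when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. Gsta4 (ENSMUSG00000032348) was at 58.2 ± 14.3 CPM (SD, n = 6) in the Cmpd60-treated mice and 25.8 ± 3.15 CPM (SD, n = 5) in the control mice. Its log2 fold change was 1.17 (standard error 0.15, adjusted p = 0.00323 from edgeR's quasi-likelihood test), and 6 of 6 Cmpd60-treated mice were above every control mouse. Gstm1 (ENSMUSG00000058135) was at 613 ± 118 CPM with Cmpd60 and 414 ± 38.8 CPM without (SD), a log2 fold change of 0.57 (standard error 0.13) that did not pass the adjustment (adjusted p = 0.0924 from edgeR), with 6 of 6 treated mice above every control mouse. Gsta3 (ENSMUSG00000025934) was at 160 ± 43.7 CPM with Cmpd60 and 103 ± 18.1 CPM without (SD), a log2 fold change of 0.63 (standard error 0.17) that did not pass it either (adjusted p = 0.165 from edgeR), with 5 of 6 treated mice above every control mouse. These genes have close paralogs, so the level of each gene is less certain than that of the family.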

Given the decrease in partial EMT observed in the *in vitro* model, we sought to assess how these molecular changes manifest themselves at the physiological level. We performed histological analysis of renal fibrosis by analyzing collagen content detected with picrosirius red. Markedly, we found that the aged Cmpd60-treated mice showed less age-related renal fibrosis than their untreated counterparts (Figures 2F and 2G). Taken together, these findings suggest Cmpd60 alters the transcriptional landscape in aged kidney cells, shifting it toward a profile protective from oxidative stress and conducive to a reduction of renal EMT and age-related kidney fibrosis.

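Of 9 genes connected with fibrosis and EMT, which include the EMT markers that the paper measured as protein, 6 were higher and 3 lower in the Cmpd60-treated kidneys. None had an adjusted p-value below 0.05, and 1 had an unadjusted p-value below 0.05, which was Cdh1 (ENSMUSG00000000303), the gene of E-cadherin. Cdh1 was at 297 ± 16.0 CPM with Cmpd60 and 250 ± 14.5 CPM without (SD), a log2 fold change of 0.25 (standard error 0.08, adjusted p = 0.229 from edgeR's quasi-likelihood test), with 6 of 6 treated mice above every control mouse. The log2 fold change was 0.58 (standard error 0.37) for Col1a1, -0.08 (standard error 0.12) for Acta2 and 0.14 (standard error 0.29) for Fn1. From the gene expression changes and the lower collagen staining, the paper proposes that Cmpd60 moves the aged kidney toward a profile that protects from oxidative stress and lessens fibrosis.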

### Cmpd60 treatment protects against detrimental brain aging processes

Having seen clear benefits of Cmpd60 treatment to the aged renal system and noting prior work of others that demonstrated Cmpd60’s ability to cross the blood-brain barrier,^22^ we inquired the effects of Cmpd60 on the aged brain. Assessing histone modification in the brain revealed increased acetylation levels (Figures 3A and S3A). Establishing this, we proceeded to perform RNAseq transcriptomics on brains of treated and untreated aged mice (Table S3). 

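Brain RNA was sequenced from 6 Cmpd60-treated and 6 control mice of the same age and dosing, and the authors deposited counts made in the same way. Between 26402957 and 57430113 reads per mouse were counted on genes. The Cmpd60-treated brains were sequenced more deeply, with a median of 38855584 counts against 28188598 in the control brains, and a median of 26325 genes detected against 25623. In the smallest brain library, a count of 0 allows up to 0.114 CPM. The same filter left 24438 genes to test, and the biological coefficient of variation was 0.114 against 0.255 in the kidney. On simulated brain counts, 197 of 200 changed genes among 23763 were recovered, with 11 false calls. The simulated changes had the same sizes as for the kidney. All were larger than 0.32, the median size among brain genes with a p-value below 0.01, so recovery of such small changes is not known.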

Here, PLS-DA readily separated the two groups (Figure 3B), and we applied the same cutoff as for the kidney to assess differential expression (p < 0.01, Figure S3B). 

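In the PLS-DA of the brain libraries, component 1 held 18.1% and component 2 held 13.3% of the variance, and the groups did not overlap on component 1. All 100 splits of the 12 libraries were free of overlap on component 1, the real split included. When each library was left out and then predicted, 1 of the 12 was assigned to the other group, control replicate 29. At a p-value below 0.01, 1048 genes differed, 552 of them higher and 496 lower with Cmpd60, where 244 would be expected by chance. Of these, 5 had an adjusted p-value below 0.05, and 3368 genes had an unadjusted p-value below 0.05. The adjusted number moved most with DESeq2, to 429, and was 372 without control replicate 29, where the number at a p-value below 0.01 was 1715. The 3 higher genes were Rab26, Lgals3bp and Arhgef25, and the 2 lower genes were Fabp7 and Hcn4. Rab26 (ENSMUSG00000079657) was at 29.9 ± 2.43 CPM with Cmpd60 and 20.9 ± 1.12 CPM without (SD), a log2 fold change of 0.52 (standard error 0.06, adjusted p = 0.00375 from edgeR's quasi-likelihood test), higher in 6 of 6 treated mice than in every control mouse. Lgals3bp (ENSMUSG00000033880) had a log2 fold change of 0.48 (standard error 0.08, adjusted p = 0.0423 from edgeR). Arhgef25 (ENSMUSG00000019467), which was named because few genes passed, had a log2 fold change of 0.32 (standard error 0.05, adjusted p = 0.0392 from edgeR). Fabp7 (ENSMUSG00000019874) was at 17.2 ± 2.84 CPM with Cmpd60 and 32.5 ± 8.38 CPM without (SD), a log2 fold change of -0.91 (standard error 0.14, adjusted p = 0.0392 from edgeR), lower in 6 of 6 treated mice than in every control mouse. Hcn4 (ENSMUSG00000032338) had a log2 fold change of -0.42 (standard error 0.07, adjusted p = 0.0423 from edgeR).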

Interestingly, assessing enriched GO terms and KEGG pathways revealed an alteration in oxidative phosphorylation processes, downregulated upon treatment (Figure 3C; Table S4). 

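The nuclear genes of the oxidative phosphorylation complexes were examined as a family named by symbol, and 84 were tested in the brain. The paper reports this process as lowered on the same libraries, so the choice of the family is not independent of them. With Cmpd60, 79 were lower and 5 higher, with a median log2 fold change of -0.14, and 10 had a p-value below 0.01. The camera p-value of the family was 2.24e-18, but the call did not hold in fry (p-value of 0.0610) or with an estimated correlation (p-value of 0.116), and 11 of 100 splits of the libraries, the real split included, gave a camera p-value as small. The 11 oxidative phosphorylation genes encoded in mitochondrial DNA did not share the direction, with 6 higher, 5 lower and a median log2 fold change of 0.14. In the paper's table, the GO term for oxidative phosphorylation holds 9 of 374 annotated lowered genes, with a p-value of 5.67e-05 and an adjusted p-value of 0.199 that are the paper's.

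**Figure D2:**
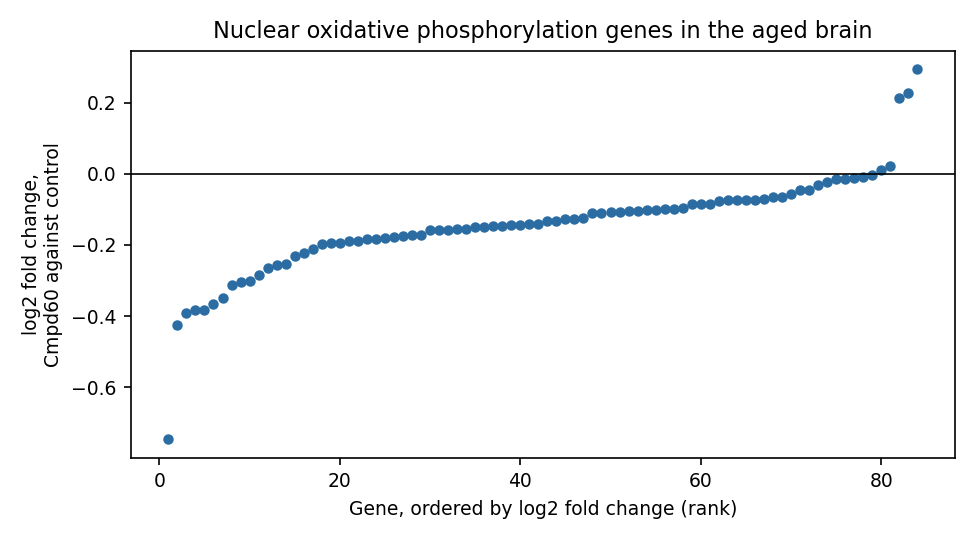
Log2 fold change of each nuclear oxidative phosphorylation gene tested in the aged brain, Cmpd60-treated against control mice, with the genes ordered by their log2 fold change. Each point is 1 gene, and 79 of the 84 lie below 0.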

Remarkably, the KEGG pathway of Alzheimer was also downregulated upon Cmpd60 treatment (Figure 3C). This included genes also involved in oxidative phosphorylation such as the NADH:ubiquinone oxidoreductase subunits (NDUFs) (Figure 3D), in line with the finding that decreasing mitochondrial capacity can reduce amyloid-β toxicity.^40^

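The paper's table gives the KEGG Alzheimer pathway 16 of the 176 lowered genes that KEGG annotates, with a p-value of 0.00343 and an adjusted p-value of 0.916 that are the paper's. All 16 genes were lower with Cmpd60 in the counts analysed here, with log2 fold changes from -0.80 to -0.18 and a median of -0.31, and all 16 had a p-value below 0.01. Over all genes tested, 0 of the 16 had an adjusted p-value below 0.05, the smallest being 0.111, and 16 did when adjusted over the list alone. The list was chosen on these samples, so the second count is not independent evidence. In 1 of the 16 genes, Slc39a12 (ENSMUSG00000036949), every treated mouse was below every control mouse, at 47.9 ± 3.41 CPM (SD, n = 6) against 55.1 ± 1.26 CPM (SD, n = 6). Wnt9b (ENSMUSG00000018486) fell most, by a log2 fold change of -0.80 (standard error 0.21), from 2.76 ± 0.885 to 1.59 ± 0.463 CPM (SD).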

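Ndufa3 (ENSMUSG00000035674) was at 22.9 ± 2.56 CPM in the Cmpd60-treated mice and 29.8 ± 4.46 CPM in the control mice (SD), a log2 fold change of -0.38 (standard error 0.09, adjusted p = 0.111 from edgeR's quasi-likelihood test), and 5 of 6 treated mice were below every control mouse. Ndufb8 (ENSMUSG00000025204), whose symbol has 2 identifiers in the files and is given for the identifier with more counts, was at 34.0 ± 5.30 CPM against 44.6 ± 5.44 CPM (SD), a log2 fold change of -0.39 (standard error 0.10, adjusted p = 0.113 from edgeR). For Ndufs8 (ENSMUSG00000059734), the log2 fold change was -0.31 (standard error 0.08, adjusted p = 0.129 from edgeR). For Ndufa13 (ENSMUSG00000036199), it was -0.28 (standard error 0.09, adjusted p = 0.187 from edgeR). Cox7c (ENSMUSG00000017778), another gene of the pathway, was at 71.8 ± 10.4 CPM against 88.7 ± 14.1 CPM (SD), with Cmpd60-treated replicate 36 apart from the other treated mice at 92.4 CPM. None of these changes passed the adjustment over all genes tested. The paper relates the lower level of these subunits to earlier work in which a lower mitochondrial capacity reduced the toxicity of amyloid-β.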

**Figure 3:**
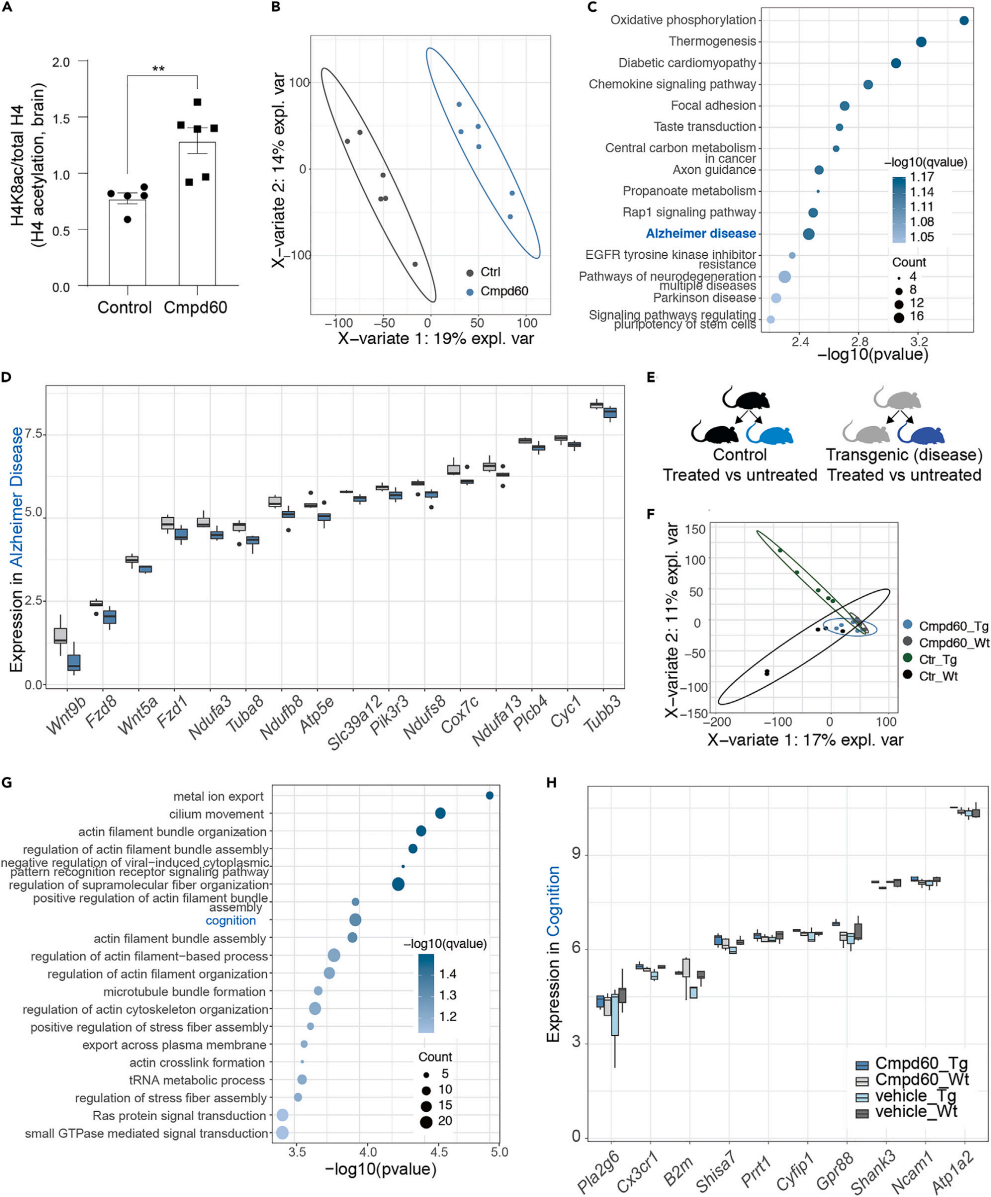
Cmpd60 treatment supports healthy brain aging (A) Relative expression of histone H4 acetylation levels (H4k8Ac) assessed by western blot in brain tissue of aged mice treated with control and Cmpd60. Protein expression was normalized against H4 total and expressed as mean ± SEM. Mann Whitney t test was used to determine statistical differences. ∗∗p < 0.01. n = 5–6/group. (B) PLS-DA of RNA-seq transcriptome comparing Cmpd60 treated and untreated brain, n = 6 per group. (C) Downregulated KEGG terms resulting from Cmpd60 treatment. (D) Boxplot of counts per million (CPM) expression values of genes in Cmpd60-treated mouse brain from the GO term enrichment of Alzheimer disease. Fill represents condition; gray for control and blue for Cmpd60. (E) Schematic of dementia mouse model and treatment. (F) PLS-DA of RNA-seq transcriptome comparing dementia mice, controls, treated, and untreated. (G) Top Go terms of interaction between the 4 groups, revealing altered cognitive processes. (H) Boxplot of CPM expression values of genes from the GO term enrichment of cognition in (E). Fill represents condition; gray for control and blue for Cmpd60.

Observing this potential beneficial effect, we next asked if Cmpd60 treatment could help prevent neurological decline in a dementia model. To address this, we turned to the APPSWE-1349 mouse model, a transgenic mouse overexpressing an isoform of human Alzheimer beta-amyloid (βA), which shows clear signs of impaired spatial referencing at 9–10 months of age.^41^ We proceeded to treat APPSWE-1349 mice and control littermates for 14 days with either Cmpd60 (22.5 mg/kg) or control (Figure 3E). 

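Brain RNA was sequenced from 20 mice of this model, 5 in each of 4 groups, namely transgenic mice and littermates with Cmpd60 or control. Between 25052335 and 55871402 reads per mouse were counted on genes, with a median of 27829749. In the smallest library, a count of 0 allows up to 0.120 CPM. All 20 libraries were fitted in a model with a term per group, over 23273 genes, and share its estimate of the spread. The biological coefficient of variation was 0.735, higher than in any of the aged tissues. On simulated counts with this spread, 59.5% of 200 changed genes among 22337 were recovered, with 6 false calls. The simulated changes had the same sizes as for the kidney, and smaller ones were not simulated. Transgenic replicate s139 is Cmpd60-treated in the paper's Table S5 and control in the labels of the deposited samples, and is used here as Cmpd60-treated.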

We used mice younger than those that show full physiological symptoms, aged 6–7 months, to ensure the greatest chance of intervening in the early, molecular-based processes that occur and contribute to βA accumulation and neurodegeneration. Likewise, we focused on molecular readouts to assess efficacy. 

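The brain libraries of the dementia model differed in the number of genes with at least 1 count. Transgenic control mice had a median of 18518 genes detected, transgenic Cmpd60-treated mice 22165, littermate control mice 19669 and littermate Cmpd60-treated mice 23014. In the PLS-DA of the 4 groups, component 1 held 12.0% and component 2 held 10.1% of the variance. On these components, the centre of the transgenic control mice lay 94.5 units from the centre of all littermates and that of the transgenic Cmpd60-treated mice 44.3 units, a ratio of 2.13. The ratio was 2.28 without scaling of the genes, 2.06 with a stricter filter on low counts and 2.08 with replicate s139 as a control mouse. In 47 of 100 splits of the transgenic libraries, the real split included, the ratio was as large. Single transgenic control mice lay between 56.1 and 163 units from the centre of the littermates, transgenic Cmpd60-treated mice between 35.7 and 56.2, and the littermates themselves between 2.52 and 132. This centre pools treated and control littermates. On component 2, treated transgenic mice lay from 13.1 to 34.4, treated littermates from -3.22 to 34.8 and control littermates from -146 to -20.0. The ratio therefore cannot tell a move toward untreated littermates from a position shared by treated mice. When each library was left out of the fit and then predicted, 19 of the 20 were assigned to a wrong group.

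**Figure D3:**
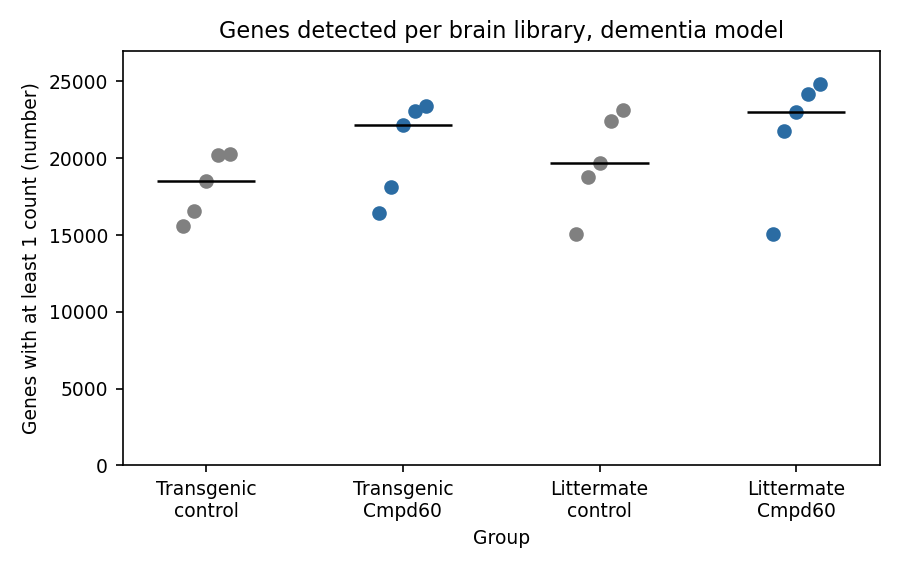
Number of genes with at least 1 count in each brain library of the dementia model, by group, with a line at the median of each group. The medians are 18518, 22165, 19669 and 23014 genes, and the 5 points of a group spread widely.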

Performing RNAseq transcriptomics on brain of these mice (Table S5) and PLS-DA revealed a strong separation of the non-treated transgenic mice but less separation of the Cmpd60-treated transgenic mice from the control littermate mice (Figure 3F). This suggested Cmpd60 treatment was shifting the transgenic mouse profile away from a disease profile toward a non-disease profile. 

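Between transgenic and littermate control mice, 410 genes had a p-value below 0.01, 83 of them higher and 327 lower in the transgenic mice, where 233 would be expected by chance. Between the Cmpd60-treated transgenic mice and littermates, 40 genes had a p-value below 0.01, 12 of them higher and 28 lower. Between Cmpd60-treated and control littermates, the number was 93, with 63 higher and 30 lower. The first of these numbers was reached in 26 of 100 splits of the libraries, the real split included, and was 143 with a filter of at least 10 counts, which tests fewer genes, and 89 with only the 2 groups compared, so it is not set apart from chance. It was 248 without transgenic control replicate s140, the second 22 without littermate Cmpd60-treated replicate s152, and the third 41 without littermate control replicate s155 and 156 without littermate Cmpd60-treated replicate s157. With the number of genes detected as a covariate, the balance of directions was the opposite, with 63.3% of such genes higher in the first comparison, 72.2% in the second and 30.4% in the third. In the last pair of comparisons, 0 genes had an adjusted p-value below 0.05, and 457 and 885 had an unadjusted p-value below 0.05. Between the control groups, 2 genes had an adjusted p-value below 0.05, both higher in the transgenic mice. Rpl29 (ENSMUSG00000048758) was at 52.4 ± 29.8 CPM in the transgenic and 0.683 ± 0.627 CPM in the littermate control mice (SD), a log2 fold change of 6.26 (standard error 0.96, adjusted p = 0.00520 from edgeR's quasi-likelihood test), and was also high in 3 of 5 Cmpd60-treated littermates. The gene ENSMUSG00000094446, which has no symbol in the tables used, was at 15.1 ± 7.79 and 0.108 ± 0.0657 CPM (SD), a log2 fold change of 7.05 (standard error 0.93, adjusted p = 0.000708 from edgeR). It was also high in the same 3 Cmpd60-treated littermates as Rpl29, at 4.23 CPM or more before TMM scaling. The 2 genes thus share a pattern over the libraries and are not independent results. From the smaller distance of the treated transgenic mice in the PLS-DA, the paper proposes that Cmpd60 moved the transgenic profile toward that of mice without disease.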

Comparing the differential gene expression between the treated and untreated transgenic mice (Figure S3C) and performing GO term and KEGG pathway enrichments (Table S6) revealed that Cmpd60 reduced ribosomal gene expression (Figure S3D), while increasing membrane potential, ion transport, and cognitive processes (Figure S3E), changes previously reported to be conducive to decreased dementia risk.^42^^,^^43^^,^^44^ Taking into account all four groups, namely the transgenic and control mice, both untreated and treated, allowed for an analysis of gene expression changes that Cmpd60 induced, unique to the transgenic disease model. 

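Between Cmpd60-treated and control transgenic mice, 531 genes had a p-value below 0.01, 393 of them higher (74.0%) and 138 lower. None had an adjusted p-value below 0.05, and 2400 had an unadjusted p-value below 0.05. In 6 of 100 splits of the libraries, the real split included, as many genes had a p-value below 0.01. The first number was lowest with a filter of at least 10 counts, at 240, and was 307 without transgenic control replicate s140. Of the genes with a p-value below 0.01, those under 1 CPM were higher in 89.4% and those of at least 10 CPM in 45.8%. The 83 cytosolic ribosomal protein genes, examined as a family named by symbol, were lower in 70 and higher in 13, with a median log2 fold change of -0.20. This family too follows a result that the paper reports on the same libraries. The family's p-value was 1.44e-20 in camera, 0.0335 in fry and 0.0112 with an estimated correlation, so the call held in all 3, while 9 of 100 splits of the libraries gave a camera p-value as small. In the paper's table, the KEGG Ribosome pathway holds 36 of the 290 lowered genes that KEGG annotates with an adjusted p-value of 4.09e-17, and the GO term for regulation of membrane potential 56 of 1347 raised genes with a GO annotation and an adjusted p-value of 0.000303, both the paper's. The GO terms for cognition, learning and memory hold 44, 28 and 24 of these raised genes. Their adjusted p-values in the paper are 0.00381, 0.0110 and 0.0462. The KEGG Alzheimer pathway holds 30 of the 290 lowered genes, with an adjusted p-value of 0.00140 that is the paper's. Among separated genes, Doc2g (ENSMUSG00000024871) rose from 0.216 ± 0.266 to 4.84 ± 4.63 CPM (SD), and ENSMUSG00000109460 from 0.0741 ± 0.166 to 2.42 ± 3.39 CPM (SD). Pxmp2 (ENSMUSG00000029499) and Gm5518 (ENSMUSG00000068466) had log2 fold changes of -1.43 (standard error 0.51) and -1.19 (standard error 0.42), and none of the 4 passed the adjustment (adjusted p = 0.403 for each, from edgeR's quasi-likelihood test).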

Here, relevant for Cmpd60’s potential effects in dementia specifically, we found an upregulation of memory-related GO terms (Figure 3G; Table S6). 

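The genotype by treatment interaction compared the effect of Cmpd60 in the transgenic mice with its effect in the littermates. It gave 253 genes with a p-value below 0.01, 175 with a more positive and 78 with a more negative effect in the transgenic mice, close to the 233 expected by chance. No gene had an adjusted p-value below 0.05, and 1273 had an unadjusted p-value below 0.05. The number at a p-value below 0.01 was 65 with a filter of at least 10 counts and 489 with no filter, and with the number of genes detected as a covariate the share with a more positive effect was 51.8% in place of 69.2%. In the paper's table, the GO term for cognition holds 20 of 521 annotated genes with a more positive effect, with a p-value of 0.000108 and an adjusted p-value of 0.432, and that for learning or memory 16 genes with an adjusted p-value of 1, all the paper's. The term for memory is listed there among the genes with a more negative effect, with 7 of 214 annotated genes, a p-value of 0.000560 and an adjusted p-value of 1, which are the paper's. Arc (ENSMUSG00000022602), a separated gene, had an interaction of -1.14 on the log2 scale (standard error 0.27, adjusted p = 0.881 from edgeR's quasi-likelihood test), with 71.3 ± 17.8 CPM in the Cmpd60-treated and 140 ± 32.2 CPM in the control transgenic mice (SD). Rrp8 (ENSMUSG00000030888) had an interaction of -1.31 (standard error 0.42, adjusted p = 0.881 from edgeR), which ranged from -1.32 to -0.52 across the alternative settings.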

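Of the 10 genes that the paper plots from the memory-related terms, all had a positive interaction, between 0.21 and 0.90 on the log2 scale. With Cmpd60, all 10 were higher in the transgenic mice, with a median log2 fold change of 0.24. In the littermates, 9 were lower and 1 higher, with a median of -0.12. The interactions therefore come in part from lower levels in treated littermates. For Pla2g6, the log2 fold change in the transgenic mice was 0.25. Over all genes tested, 0 of the 10 had an adjusted p-value below 0.05, adjusted over the list alone 0 did, and 4 had an unadjusted p-value below 0.05. For Pla2g6 (ENSMUSG00000042632), the interaction was 0.90 (standard error 0.64, adjusted p = 0.986 from edgeR's quasi-likelihood test), and the transgenic mice had 20.6 ± 2.85 CPM with Cmpd60 and 17.4 ± 9.60 CPM without (SD). For Cx3cr1 (ENSMUSG00000052336), it was 0.42 (standard error 0.21, adjusted p = 0.923 from edgeR), with 43.2 ± 5.60 and 36.3 ± 3.92 CPM (SD), and 4 of 5 treated transgenic mice were above every control transgenic mouse. For Ncam1 (ENSMUSG00000039542), it was 0.21 (standard error 0.11, adjusted p = 0.935 from edgeR), with 303 ± 15.7 and 276 ± 24.8 CPM (SD). For Cyfip1 (ENSMUSG00000030447), it was 0.37 (standard error 0.19, adjusted p = 0.916 from edgeR), with 96.9 ± 9.30 and 82.5 ± 17.5 CPM (SD). Across the alternative settings, the interaction ranged from 0.19 to 1.92 for Pla2g6 and from 0.37 to 0.50 for Cx3cr1. It ranged from 0.07 to 0.22 for Ncam1 and from 0.15 to 0.46 for Cyfip1.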

Some of the differentially expressed genes in this category included *Pla22g6*,^45^ *Cx3cr1*,^46^ *Ncam1*,^47^^,^^48^ and *Cyfip1*^49^ (Figure 3H), genes whose expression have been shown to benefit cognitive processes.

Finally, to determine how these transcriptional changes may manifest at the physiological level, we performed histological analysis of brains from the transgenic mice, either Cmpd60 treated or untreated. Although the mice we studied were younger than the age at which aggregates are clearly visible, we found suggestive evidence that pre-aggregates were less present in Cmpd60 treated mice. Specifically, 4 out of 7 untreated mice showed aggregates (57%), whereas only 2 out of 6 Cmpd60-treated mice showed aggregates (33%) (Figure S3F). Taken together, our findings suggest Cmpd60 modifies the brain transcriptional landscape in a manner protective against the brain aging changes and counter to dementia-related processes.

### Cmpd60 treatment improves cardiac function

Having noted Cmpd60’s beneficial effects on the aged kidney and brain, with relevance for two serious and undertreated age-related dysfunctions of renal failure and dementia, we next inquired as to the effects of Cmpd60 on one of the organs most contributing to age-related death: the heart. Our initial analysis did not reveal significant acetylation changes in histone H3 or H4 (Figures S4A–S4C). Nonetheless, to further explore Cmpd60’s cardiac-related effects more deeply, we performed RNA-seq transcriptomics on hearts from aged treated and untreated mice (Table S7). 

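Heart RNA was sequenced from 5 Cmpd60-treated and 6 control mice of the aged cohort, and counted by the authors in the same way. Between 23584609 and 43792168 reads per mouse were counted on genes, with a median of 35445741 in the Cmpd60-treated mice and 26830122 in the control mice. Genes of mitochondrial DNA took 16.8% ± 1.27 of the counts with Cmpd60 and 17.6% ± 1.59 without (SD). In the smallest heart library, a count of 0 allows up to 0.127 CPM. The same filter left 19452 genes to test, and on simulated heart counts 172 of 200 changed genes among 18883 were recovered, with 11 false calls. All simulated changes were larger than 0.39, the median size among heart genes with a p-value below 0.01, so recovery of such small changes is not known.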

Here, we again observed samples to be readily distinguishable upon PLS-DA (Figure 4A).

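In the PLS-DA of the heart libraries, component 1 held 17.3% and component 2 held 8.41% of the variance. The groups did not overlap on component 1, and neither did those of any of the 100 splits drawn. When each library was left out and then predicted, 0 of the 11 were assigned to the other group, and 3 were without scaling of the genes. Random splits gave a median of 7.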

**Figure 4:**
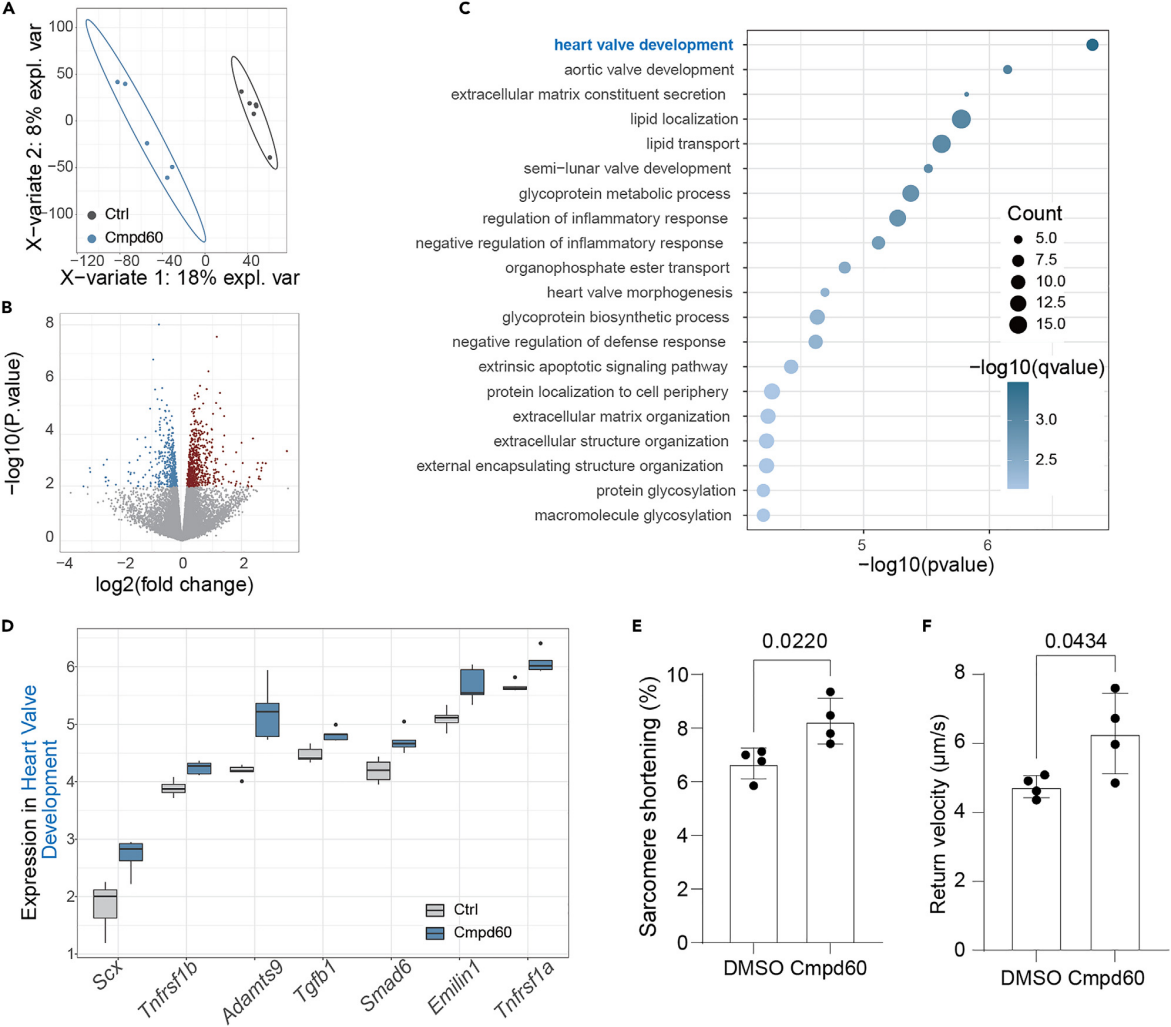
Cmpd60 treatment benefits cardiac tissues (A) PLS-DA of RNA-seq, aged heart, treated vs. untreated (n = 5–6/group). (B) Volcano plot of RNA-seq differential expression, aged heart, treated vs. untreated (n = 5–6/group). Genes with p value <0.01 were colored (red: upregulated, blue: downregulated). (C) Top GO terms from upregulated genes. (D) Boxplot of CPM expression values of genes in Cmpd60-treated mouse heart from the GO term enrichment of heart valve development. (E) Treatment of cardiomyocytes with Cmpd60 increased contraction, as shown by increased % sarcomere shortening. (F) Treatment of cardiomyocytes with Cmpd60 improved relaxation, as assessed by higher return velocity (n = 4, corresponding to 4 independent experiments; 30–40 CMs were measured per condition per experiment; data are represented as mean ± SD, p < 0.05, unpaired t test).

Upon evaluating differential expression in the Cmpd60-treated versus untreated heart samples, we noted far greater transcriptional changes following Cmpd60 treatment in the heart compared with either the kidney or the brain. Accordingly, we applied a stricter cutoff to assess differential expression (adjusted p value <0.05) (Figure 4B). 

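In the heart, 1038 genes had a p-value below 0.01, 601 of them higher and 437 lower with Cmpd60, where 195 would be expected by chance. The number at this threshold was lower in the kidney, and the order of brain and heart depended on the filter, with 956 in the brain and 1014 in the heart under a filter of at least 10 counts. At an adjusted p-value below 0.05, the heart had 229 genes, more than either other tissue under edgeR, limma-voom and DESeq2 with all libraries. Leaving out 1 library could reverse this order, with 372 in the brain without control replicate 29 and 36 in the heart without Cmpd60-treated replicate 72. The median size of the log2 fold change among genes with a p-value below 0.01 was 0.39 in the heart, 0.54 in the kidney and 0.32 in the brain. The biological coefficient of variation in the heart was 0.210. In 523 of the genes tested in the heart (2.69%), every Cmpd60-treated mouse lay on the same side of every control mouse.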

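Of the heart genes with an adjusted p-value below 0.05, 147 were higher and 82 lower with Cmpd60. DESeq2 gave 746 genes at this threshold, and without Cmpd60-treated replicate 72 the number was 36. With markers of the cardiac atrium as a covariate, it was 20. The largest increases among separated genes were in Lcn2 and Tnnt1. Lcn2 (ENSMUSG00000026822) was at 20.7 ± 14.1 CPM with Cmpd60 and 4.17 ± 0.831 CPM without (SD), a log2 fold change of 2.31 (standard error 0.38, adjusted p = 0.0122 from edgeR's quasi-likelihood test), and 5 of 5 treated mice were above every control mouse. Tnnt1 (ENSMUSG00000064179) had a log2 fold change of 1.43 (standard error 0.21, adjusted p = 0.00794 from edgeR). The largest decreases were in ENSMUSG00000115924, which has no symbol in the tables used and fell from 2.04 ± 0.589 to 0.752 ± 0.188 CPM (SD), and in Cryba4. Cryba4 (ENSMUSG00000066975) had a log2 fold change of -1.17 (standard error 0.25, adjusted p = 0.0366 from edgeR).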

Although we found fewer GO enrichments and KEGG pathways related to altered oxidative phosphorylation processes, strikingly, we found the top enriched GO terms were related to heart valve development, suggesting profound changes influencing heart function may be occurring upon Cmpd60 treatment (Figure 4C; Table S8). This upregulation included genes such as SMAD family member 6 (*Smad6*), ADAM metallopeptidase with thrombospondin type 1 motif 9 (*Adamts9*), and elastin microfibril interface 1 (*Emilin1*), members of gene families who have all been linked to cardiovascular outcomes, with either deficiency proving detrimental or abundance proving beneficial^50^^,^^51^^,^^52^ (Figure 4D).

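The paper's table lists 7 of 162 annotated raised genes under heart valve development, with an adjusted p-value of 0.000429 that is the paper's. All 7 were higher with Cmpd60 in the counts analysed here, with log2 fold changes from 0.35 to 1.09, and in 5 of them every treated mouse was above every control mouse. Over all genes tested, 5 had an adjusted p-value below 0.05, and 7 did when adjusted over the list alone, a list that the study chose on these samples. The remaining genes were Tgfb1, at an adjusted p-value of 0.0501, and Tnfrsf1b, at 0.0563, both from edgeR's quasi-likelihood test. In 11 fits that each left out 1 library, the side of this threshold changed in 9 for Scx, 7 for Smad6, 6 for Emilin1 and 4 for Tnfrsf1a. It changed in 5 for Tgfb1 and 3 for Tnfrsf1b, and in 0 for Adamts9. Smad6 (ENSMUSG00000036867) was at 26.3 ± 4.05 CPM with Cmpd60 and 18.4 ± 2.57 CPM without (SD), a log2 fold change of 0.52 (standard error 0.11, adjusted p = 0.0390 from edgeR). Adamts9 (ENSMUSG00000030022) was at 38.8 ± 14.2 and 18.2 ± 1.16 CPM (SD), a log2 fold change of 1.09 (standard error 0.17, adjusted p = 0.00794 from edgeR). Emilin1 (ENSMUSG00000029163) was at 52.0 ± 11.1 and 34.3 ± 4.01 CPM (SD), a log2 fold change of 0.60 (standard error 0.12, adjusted p = 0.0259 from edgeR), with 4 of 5 treated mice above every control mouse. From the enrichment of these terms, the paper proposes that Cmpd60 brings about changes that influence the function of the heart.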

Spurred by these promising findings, we turned to an *in vitro* assay of cardiac functioning. Here, we assessed contraction (percentage of sarcomere shortening) and relaxation (return velocity) in adult rat ventricular cardiomyocytes. Remarkably, and in line with our *in vivo* findings at the transcriptional level, we found Cmpd60-treated ventricular cardiomyocytes showed both an improved contraction and relaxation parameters (Figures 4E and 4F). Taken together, this suggests Cmpd60 treatment modifies the cardiac transcriptional level and manifests itself at the functional level to improve age-related cardiac outcomes.

### A consensus model of Cmpd60’s effects

Having identified tissue-specific benefits of Cmpd60, we next inquired whether a conserved expression profile existed among the different tissues of the treated mice. 

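For the overlap between tissues, the 17536 genes that were tested in the kidney, brain and heart were compared. The rule used here was a p-value below 0.05 in each tissue, which the paper's methods state for the shared genes that entered its motif analysis, and an adjusted p-value below 0.05 in the heart was the alternative. Under the rule, 1023 of these genes were higher and 957 lower in the kidney with Cmpd60, 1355 higher and 1376 lower in the brain, and 1336 higher and 1124 lower in the heart.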

To accomplish this, we assessed the overlap of differentially expressed genes in the kidney (p value<0.05), brain (p value<0.05), or heart (adjusted p value<0.05). We identified 41 genes upregulated (Figure 5A) and 30 genes downregulated (Figure 5B) in common between the three tissues following Cmpd60 treatment. Among these 71 genes, for example, were genes including upregulated *Mapk3*, *Tgm2*, and *Spns2* and downregulated *Mrps28* and *Fzd8* (Figure 5C). 

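In the counts analysed here, 51 genes were higher and 24 lower with Cmpd60 in all 3 tissues. When the genes of each tissue were permuted 10000 times, a mean of 7.24 genes were higher and 5.97 lower in all 3 tissues, with at most 18 and 16 (permutation p = 0.0001 for each direction, the smallest they can give). By the size of the cohort, the tissues must come in part from the same mice, which the sample labels do not identify and neither the permutations nor the fits take into account. With an adjusted p-value below 0.05 in the heart, 12 genes were higher and 2 lower in all 3 tissues. Of the paper's 41 raised genes, 39 could be named in the files and tested, all 39 were higher in all 3 tissues, and 35 met the rule in each. Of its 30 lowered genes, 29 were tested, all 29 were lower in all 3 tissues, and 23 met the rule in each. Among the tested genes of these lists, 7 raised and 3 lowered genes had an adjusted p-value below 0.05 in the heart. Across the 12115 genes with enough counts in all tissues, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.131 between kidney and brain, 0.230 between kidney and heart and 0.148 between brain and heart.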

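The 5 genes named by the paper changed in the stated direction in each tissue. Mapk3 (ENSMUSG00000063065) had log2 fold changes of 0.22 in the kidney, 0.22 in the brain and 0.18 in the heart. Tgm2 (ENSMUSG00000037820) had 0.40, 0.25 and 0.26, and Spns2 (ENSMUSG00000040447) had 0.51, 0.19 and 0.28 in the same order. For Mrps28 (ENSMUSG00000040269), the log2 fold changes were -0.51, -0.34 and -0.27, and for Fzd8 (ENSMUSG00000036904) they were -0.39, -0.36 and -0.35. None of the 5 had an adjusted p-value below 0.05 in the heart, where edgeR's quasi-likelihood test gave between 0.128 for Mrps28 and 0.301 for Fzd8, and all had an unadjusted p-value below 0.05 in each tissue.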

Transcription factor analysis querying diverse motif databases revealed six motifs (transfac-pro-M00797, cisbp-M6275, swissregulon-hs-HIF1A.p2, transfac-pro-M00466, transfac-pro-M07043, homer-TACGTGCV-HIF-1a) associated with Hif1a target genes (Figure 5D), suggesting Cmpd60 treatment increases oxidative stress resistance, an observation in line with the main transcriptional changes observed in the kidney and brain. 

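Motif databases were not used here, and the 15 genes that the paper lists as Hif1a targets were examined instead. All 15 were among the genes higher in all 3 tissues, which follows from their choice out of the shared genes. Their median log2 fold change was 0.40 in the kidney, 0.25 in the brain and 0.28 in the heart. Vegfa (ENSMUSG00000023951) had log2 fold changes of 0.25, 0.35 and 0.26 in these tissues. Hif1a itself (ENSMUSG00000021109) changed by less than its standard error in the kidney (-0.05, standard error 0.08) and the brain (-0.01, standard error 0.05), and by 0.09 (standard error 0.08) in the heart. From the motifs, the paper proposes that Cmpd60 increases resistance to oxidative stress.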

Taken together, our work suggests both tissue-specific effects of Cmp60 treatment, such as *Gsta2/3/4* and *Gstp1/3* in the kidney, *Wnt5a* in the brain, and *Scx* and *Emilin1* in the heart, as well as common transcriptional changes shared between tissues, oriented around *Hif1a* target gene expression. Together, the cumulated effects of these molecular changes may result in the age-reversing qualities we observed following Cmpd60 treatment in old mice.

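Whether the effect of Cmpd60 differs between tissues was tested with a tissue by treatment interaction in edgeR, for 7 named genes, each against both other tissues. Gstp3 could not be named in the files and was not tested. Gsta4 rose more in the kidney than in the brain, by 1.22 on the log2 scale (standard error 0.17, adjusted p = 0.000200), and than in the heart, by 1.17 (standard error 0.18, adjusted p = 0.000669). For Gstp1, the difference was 0.77 against the brain (standard error 0.15, adjusted p = 0.0197 from edgeR) and 0.84 against the heart (standard error 0.15, adjusted p = 0.00821 from edgeR). For Gsta2, it was 1.75 against the heart (standard error 0.35, adjusted p = 0.0151 from edgeR), and it was not detectable against the brain, where the gene is near the detection limit. The response of Gsta3 did not differ detectably between the kidney and the other tissues (0.43, standard error 0.33, against the brain and 0.23, standard error 0.26, against the heart). Wnt5a differed in the brain by -0.34 (standard error 0.15) from the kidney and -0.49 (standard error 0.15) from the heart, where it rose. Scx rose more in the heart, by 0.71 (standard error 0.28) against the kidney and 1.02 (standard error 0.27) against the brain. Emilin1 rose more in the heart than in the brain, by 0.70 (standard error 0.22), but not detectably more than in the kidney (0.23, standard error 0.20). The differences for Wnt5a, Scx and Emilin1 did not pass the adjustment over all genes, with adjusted p-values from 0.161 to 0.441 where the unadjusted p-value was below 0.05. Adjusted over the list alone, 10 of the differences had an adjusted p-value below 0.05, and 8 did with limma-voom, a list that was chosen on these samples.

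**Figure D4:**
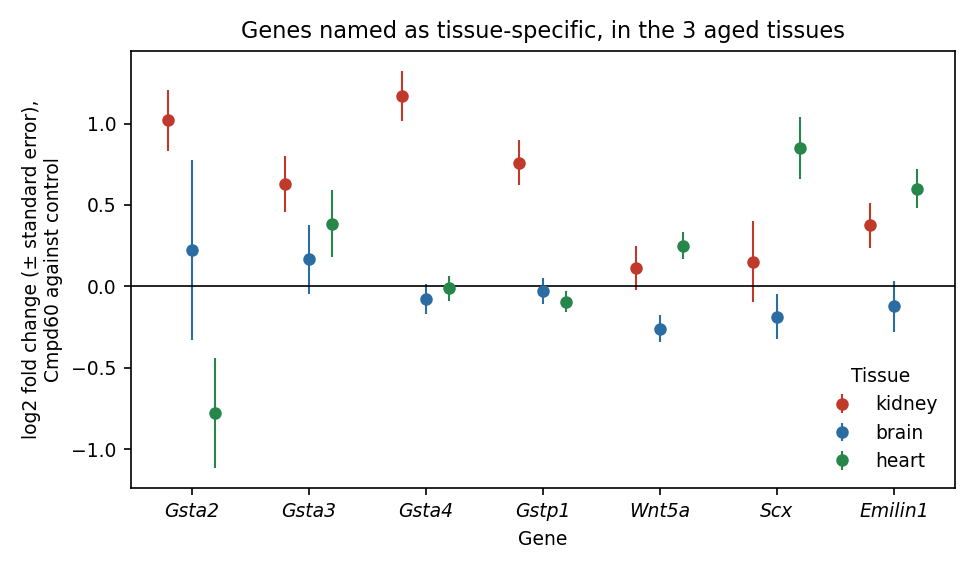
Log2 fold change of the genes named as tissue-specific, Cmpd60-treated against control mice, in kidney, brain and heart, with bars of 1 standard error from edgeR. Gsta4 is raised by 1.17 in the kidney and lies near 0 in the other tissues, and Wnt5a falls in the brain and rises in the heart.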

**Figure 5:**
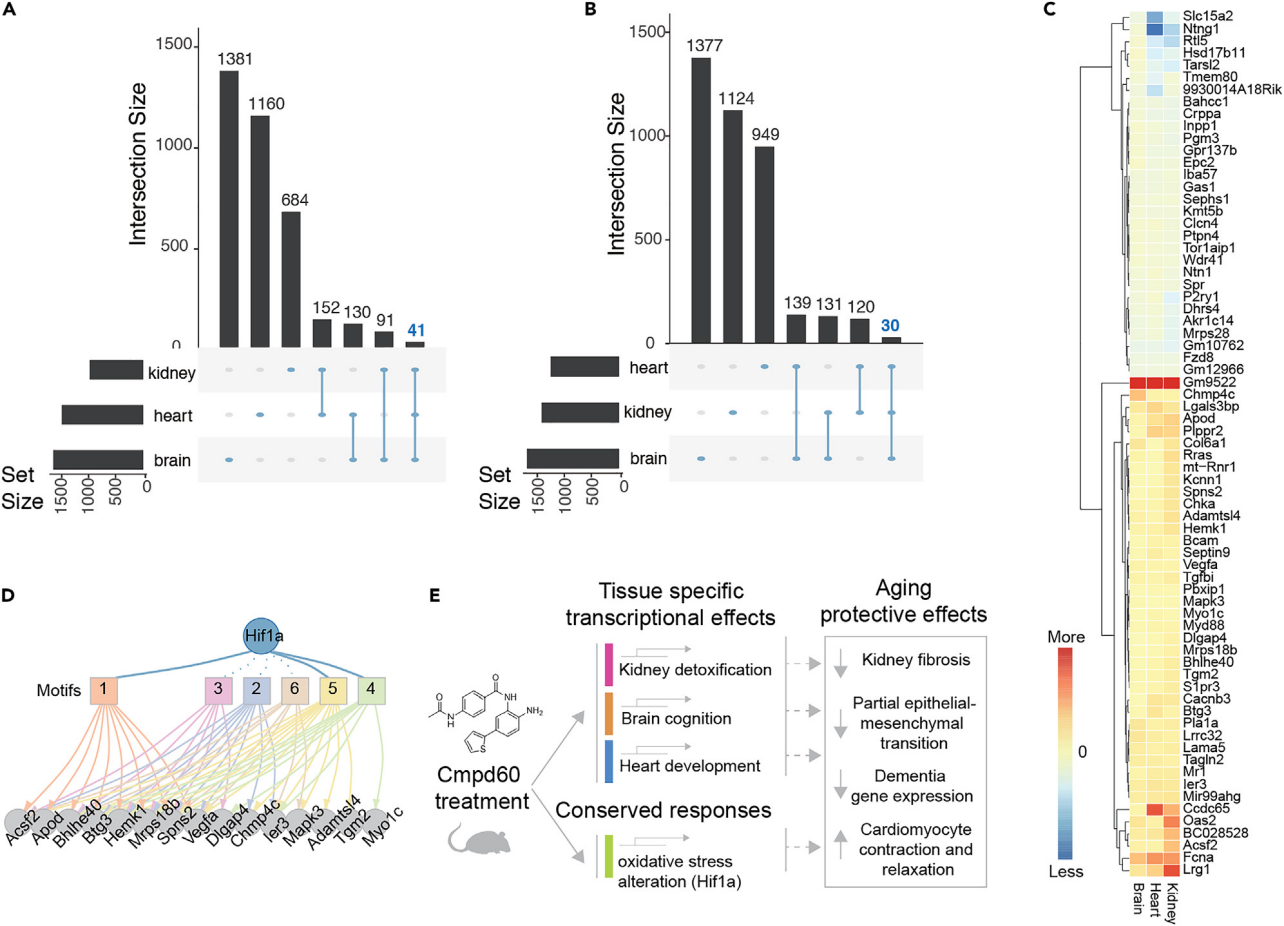
A consensus model of Cmpd60’s effects (A) Comparison of the unique and shared upregulated genes in the three tissues: kidney, heart, and brain. Forty-one genes are commonly upregulated in the three tissues (highlighted in blue). (B) Comparison of the unique and shared downregulated genes in the three tissues. Thirty genes are commonly downregulated in the three tissues (highlighted in blue) (C) Heatmap of the log fold change of genes with shared regulation in three tissues (for visualization purposes, log fold changes exceeding 2 were capped at 2, while values below −2 were capped at −2). (D) Network for transcription factor Hif1a, one of the top predicted TFs based on motif overrepresentation of the commonly changed genes among the three tissues. Squares represent different motifs annotated to Hif1a. Edges connect each motif to the genes contributing to its enrichment. (E) Model of Cmpd60’s geroprotective effects, which are due to both tissue-specific and conserved transcriptional changes, producing net aging-protective effects.

## Discussion

In this work, we used an *in silico* drug screening platform and identified a single molecule, the HDAC1 and HDAC2 inhibitor Cmpd60, which possessed transcriptional signatures mimicking diverse genetic longevity interventions. In line with this, Cmpd60 demonstrated distinct effects across multiple organ systems where it was able to attenuate age-related phenotypes. In the kidney, Cmpd60 treatment increased protective gene expression related to oxidative stress regulation and reduced fibrosis possibly via reduced partial EMT detected in *in vitro* studies. This is in line with several studies supporting the link between decreased oxidative stress and amelioration of renal fibrosis.^53^^,^^54^ In the brain, Cmpd60 treatment showed transcriptional changes conducive to improved cognitive functioning and molecular indications of neuroprotection in both naturally aged brain and a dementia mouse model brain. In the heart, Cmpd60 resulted in cardiac-remodeling-related transcriptional changes and benefitted cardiomyocyte functioning.

With Cmpd60 demonstrating such diverse age-related benefits across multiple organs, a question remains as to how these effects are mediated. HDAC inhibition has previously been suggested to benefit health through a plethora of mechanisms, including FOXO3 activation,^55^ Klotho upregulation,^56^ or reversing age-related acetylation changes, among others.^23^ Notably, these have all been explored in diverse models and organs. The likeliest answer therefore is that HDAC inhibition modifies a tissue-specific epigenetic landscape, creating beneficial tissue-specific responses (Figure 5E). Because aging is accompanied by alterations in histone acetylation patterns and global loss of transcriptional control,^57^ one tantalizing possibility is that Cmpd60 reverses these acetylation changes and attenuates the aging phenotype in a tissue-specific manner. Our findings at the transcriptional level, including an upregulation of oxidative stress protection and alterations in metabolic gene expression, catered to each organ, support this idea. It remains to be seen how each organ achieved such benefits and how these findings can further translate to benefit human health.

One remarkable occurrence we noted is the beneficial effects of Cmpd60 treatment in cardiac tissue, despite the fact that no changes in histone acetylation levels were observed in this system. This suggests that Cmpd60’s HDAC-targeting effects may not be responsible for the changes observed in the heart and rather that the effects of Cmpd60 in the heart may be either (1) indirect, e.g., systemic effects from another body system that crosstalk with the heart, or (2) affecting acetylation levels of proteins other than HDACs. This seems to be different compared with the changes we have observed in the kidney and brain where histone acetylation changes were clearly observed. Indeed, HDAC inhibitors in general have been hypothesized to benefit the aging process by targeting non-histone-related proteins (as well as histones),^23^ and Cmpd60 may also act through multiple mechanisms, again in a tissue-specific manner. The heart may be an example of this in our study.

Further exploring the link between Cmpd60 and *Hif1a* would be of great interest. This is especially the case considering past studies that have demonstrated HDACs to activate *Hif1a*, which therefore implies that a general suppression of *Hif1a* results upon treatment with HDAC inhibitors.^58^ Different HDACs and HDAC inhibitors may have different regulatory effects on *Hif1a*, depending on dose and cell line used.^59^ Here, it should be noted that although our RNA-seq and bioinformatic analyses have revealed a clear link between *Hif1a* and Cmpd60, further *in vitro* studies cotreating cells with Cmpd60 and an *Hif1a* inhibitor would be required to formalize this relationship. In our kidney cell model, we observed a rescue of markers associated with pEMT following treatment with both TGF-β and Cmpd60. This restoration is likely facilitated by the modulation of Hif-1α. Indeed, previous research has illustrated a time-dependent increase in Hif-1α levels in proximal tubular epithelial cells exposed to TGF-β. Moreover, inhibiting Hif-1α effectively inhibits TGF-β-induced EMT and attenuates kidney fibrosis, which aligns with our findings.^53^^,^^60^ Therefore, the connection between *Hif1a* and Cmp60 should be seen as a candidate mechanism, requiring formal validation, and it is likely that Cmpd60 may work through other means as well. Indeed, although our *Hif1a* analyses showed suppression of *Hif1a*-related genes, it also demonstrated activation of other *Hif1a*-regulated genes.

### Limitations of the study

Several limitations should be considered with our study. For example, our study design involved treating aged animals and assessing a final time point after the treatment period for molecular and physiological changes. With this design, we did not assess aged mice before treatment, and we cannot discern whether or not Cmpd60 acted to (1) rejuvenate the aged animals or (2) attenuate age-related changes that developed during the treatment period. Because the treatment period was relatively short, it can be expected that most changes observed after the treatment were the result of a reversal of aging phenotypes. However, a follow-up study where histology and RNA-seq of aged animals prior to treatment are collected would be required to address this fully, as well as young control animals for comparisons. Furthermore, another limitation of our work may be that our initial drug screen using datasets from the Broad Institute included many cancerous cell lines.^26^ Although this approach has been used before—by ourselves and others—identifying compounds benefiting health through diverse mechanisms not related to cancer,^15^^,^^18^^,^^61^ it could theoretically produce a confounding factor. It would be interesting to see what other compounds may emerge from similar screens when cancerous cell lines are excluded. Nonetheless, our current screen performed in this study has functioned to identify Cmpd60 as a candidate compound capable of addressing multiple aging phenotypes, meriting further investigation in-of-itself.

### Conclusion

As most studies on HDAC inhibitors focus on one specific tissue, our study is unique in that it looks at the effects of HDAC inhibition in three different organs: kidney, brain, and heart. This enabled us to recognize an overlapping gene expression profile in all three tissues, associated with *Hif1a* target genes. Although we identified tissue-specific benefits of Cmpd60, it should be noted that HDAC inhibitors are also known for their undesirable side effects.^62^ Despite, or thanks to, their many diverse on- and off-target effects, HDAC inhibitors nonetheless benefit a range of preclinical age-related disease models.^23^ We therefore recommend future research to assess dose-dependent effects of HDAC1/HDAC2 inhibitors in multiple organs.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit polyclonal anti-acetylated Histone H3 (Lys 18)	Cell Signaling	#9675
Rabbit polyclonal anti-total Histone 3	Cell Signaling	#9715
Rabbit polyclonal anti-acetylated Histone H4 (Lys8)	Cell Signaling	#2594
Rabbit polyclonal anti-total Histone H4	Cell Signaling	#2592
Mouse monoclonal anti-aSMA	Dako	#M085101
Rabbit polyclonal anti-ZO-1	Invitrogen	#617300
Mouse monoclonal anti- β-actin	Millipore	#MABT825
Rabbit monoclonal anti-GAPDH	Cell Signaling	#2118
Goat polyclonal anti rabbit-HRP	Dako	#P0448
Goat polyclonal anti msIgG2a-HRP	Southern Biotech	#1080-05
Goat polyclonal anti msIgG1-HRP	Southern Biotech	#1070-05

**Chemicals, peptides, and recombinant proteins**		

Cmpd60, also known as Merck60. Broad Institute ID number BRD6929 and CAS No.: 849234-64-6	ChemShuttle	# 151025
TGF-β human recombinant	Prospec	#CYT-716
MTT	Sigma Aldrich	#M2128

**Critical commercial assays**		

RNeasy Mini Kit	Qiagen	#69504

**Deposited data**		

RNA sequencing murine kidney, brain and heart	https://www.ncbi.nlm.nih.gov/geo/	#GSE247457

**Experimental models: Cell lines**		

Murine Immortalized proximal tubular epithelial cells (TECs)	Laboratory of Sandrine Florquin	N/A

**Experimental models: Organisms/strains**		

Aged BL6J males (age 78 weeks on arrival)	The Jackson Laboratory	Aged C57BL/6J Mice | The Jackson Laboratory (jax.org)
Male APPSWE-1349-RDI (Tg2756) tg/wt mice	Taconic	Model 1349
Male wistar rats	Charles River	NA

**Software and algorithms**		

Image J	National Institute of health	https://imagej.nih.gov
GraphPad Prism (version 9.5.1)	GraphPad	https://www.graphpad.com
R (version 4.1.1)	R Foundation for statistical computing	https://www.r-project.org

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Georges E. Janssens ().

#### Materials availability

All unique/stable reagents generated in this study are available from the lead contact with a completed Materials Transfer Agreement.

#### Data and code availability

• Data generated from the bulk RNA-sequencing were uploaded to GEO and can be accessed with accession number GSE247457.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Mice

Animal studies were approved by the Institutional Animal Care and Veterinary Services from uOttawa, permit No. 2727.

##### Aged mice

Natural aged, approx. 20 months old, male BL6 mice were acquired from Taconic and single housed under a 12:12-hour light-dark cycle in a room set to 23°C (+/- 0.2°C). All animals were fed a regular chow diet. Mice received daily i.p. injections with either Cmpd60 (n=6) or vehicle (n=7) for 14 days total. Body weight was monitored every 5 days to adjust i.p. volumes to body weight. Cmpd60 treated animals received a dose of 22.5 mg/kg with an i.p. volume of 7.5 ml/kg. Cmpd60 was dissolved in 2% DMSO, 49% PEG400, and 49% saline solution (= vehicle) resulting in a 3 mg/ml concentration.

##### APPSWE-1349 mice

The APPSWE-1349 mice^63^ (BL6 background) were acquired from Taconic. The transgenic mice possess a transgene coding for the 695-amino acid isoform of human Alzheimer β-amyloid (Aβ) precursor protein carrying the Swedish mutation. Animals (∼6-7 months old) were single housed under a 12:12-hour light-dark cycle in a room set to 23°C (+/- 0.2°C). All animals were fed a regular chow diet. Mice received daily i.p. injections with either Cmpd60 (n=12) or vehicle (n=12) for 14 days total. Body weight was monitored every 5 days to adjust i.p. volumes to body weight. Cmpd60 treated animals received a dose of 22.5 mg/kg with an i.p. volume of 7.5 ml/kg. Cmpd60 was dissolved in 2% DMSO, 49% PEG400, and 49% saline solution (= vehicle) resulting in a 3 mg/ml concentration. On day 15, following 14 days of Cmpd60 treatment, mice (total body mass) were weighed and loaded into the Echo-MRI (EchoMRI-700 Analyzer) using an A100 antenna insert and then whole-body fat and lean mass were measured. Mice then underwent an overnight fast (10 hours) and then were euthanized using CO_2_, total body weight was determined, followed by exsanguination through cardiac puncture. Blood (600-1000ml) was collected by cardiac puncture into a heparin-coated syringes. Blood samples were centrifuged for 20 min at 4°C and the separated plasma was stored at -80°C for further analysis. Tissues and organs were collected, weighed and either snap frozen in liquid nitrogen or submerged in O.C.T. (Fisher Scientific) and stored at -80°C.

For the plasma biochemical analysis, renal, liver and body toxicity were determined by measuring plasma levels of urea, creatinine, Aspartate aminotransferase (ASAT), Alanine transaminase (ALAT) and Lactate Dehydrogenase (LDH). These parameters were determined by enzyme reactions using standard autoanalyzer methods by our hospital research services.

### Method details

#### In silico compound screen

The online library of integrated network-based cellular signatures (LINCS)25,26 was accessed in September 2017 through the cloud-based software platform CLUE (https://clue.io/). The ‘touchstone’ core dataset consisting of transcriptome signatures of eight cell lines (PC3, VCAP, A375, HA1E, HCC515, HT29, MCF7, HEPG2) of 2837 different small molecule treatments, 3799 different gene knock-downs, and 2160 different gene overexpressions was used. From the gene knock-downs or overexpression datasets, those genetic longevity interventions known to confer lifespan extension in mouse models were used, (accessed in 2017 from GeneAge, filtering for significant, positive lifespan effects in mice24). Individual queries were performed for each genetic longevity intervention, producing lists of compounds with similar transcriptional signatures. Compound lists were ranked and included a summary score consolidating cell line data, ranging from −100 (opposing the genetic longevity signature) to 100 (mimicking the genetic longevity signature). These were downloaded as.gct files (version 1.3). A cutoff was applied to the ranked list such that compounds with a score > 90 were considered to match the transcriptional signature of a longevity intervention. Drug lists were further filtered, such that a drug was only included as a hit, if its drug target (i.e. the knockdown of the drug target) also passed a summary score cutoff >90 for the genetic longevity intervention in question. The final ranking was producing by tallying the total number of genetic longevity interventions a compound could mimic (theoretical total 25), where more than one compound could reach the same rank. Only one compound reached the top rank (12 out of 25), Cmpd60.

Cmpd60, also known as Merck60 with Broad Institute ID number BRD6929 and CAS No.: 849234-64-6 was acquired from ChemShuttle (USA, China), Catalog No.: 151025.

#### RNA sequencing: Isolation of mRNA, library preparation and read mapping

Mouse tissues were homogenized with a 5 mm steel bead using a TissueLyser II (QIAGEN) for 5 min at frequency of 30 times/second. RNA was extracted according to the instructions of the RNaesy Mini Kit (QIAGEN). Contaminating genomic DNA was removed using RNase-Free DNase (QIAGEN). RNA was quantified with a NanoDrop 2000 spectrophotometer (Thermo Scientific; Breda, The Netherlands) and stored at-80°C until use.

RNA libraries were prepared and sequenced with the Illumina platform by Genome Scan (Leiden, The Netherlands). The NEBNext Ultra II Directional RNA Library Prep Kit for Illumina was used to process the sample(s). The sample preparation was performed according to the protocol "NEBNext Ultra II Directional RNA Library Prep Kit for Illumina" (NEB #E7760S/L). Briefly, mRNA was isolated from total RNA using the oligo-dT magnetic beads. After fragmentation of the mRNA, cDNA synthesis was performed. This was used for ligation with the sequencing adapters and PCR amplification of the resulting product. The quality and yield after sample preparation was measured with the Fragment Analyzer. The size of the resulting products was consistent with the expected size distribution (a broad peak between 300-500 bp). Clustering and DNA sequencing using the NovaSeq6000 was performed according to manufacturer's protocols. A concentration of 1.1 nM of DNA was used. NovaSeq control software NCS v1.6 was used.

Reads were subjected to quality control FastQC^64^ trimmed using Trimmomatic v0.32 (Bolger et al.^65^) and aligned using HISAT2 v2.1.0 (Kim et al.^66^). Counts were obtained using HTSeq (v0.11.0, default parameters) (Anders et al.^67^) using the corresponding GTF taking into account the directions of the reads.

#### Transcriptome analysis and visualization

Data processing was performed using R version 4.1.1. Genes were reannotated using the Ensembl genome database and the biomaRt package.^68^ Resulting p-values were corrected for multiple testing using the Benjamini–Hochberg false discovery rate where applicable. Biological process (BP) overrepresentation analysis was performed using Clusterprofiler 4.0.5^69^ and org.Mm.eg.db (version 3.13.0). Gene selection (for Figures 2E, 3C, 3G, 4C, S3D, and S3E) was done based on p-value less than 0.01, and log Fold change larger than 0 for up-regulated genes, smaller than 0 for down-regulated genes. Partial least squares discriminant analysis (PLS-DA) was performed on normalized cpm value (genes with zero expression were filtered out) using MixOmics version 6.16.3.^70^ Upset plots were generated using UpsetR version 1.4.0.^71^ For transcription factor (TF) binding motif over-represention, analysis was performed using RcisTarget 1.14.0.^72^ Shared up-regulated genes (pvalue < 0.05, log Fold change larger than 0 ) between brain, kidney and heart were used as input gene list. The same was performed for shared down-regulated genes. The following file (mm9-500bp-upstream-7species.mc9nr.feather) was used to specify the gene-motif rankings. “motifAnnotations_mgi_v9 ” was used for motif annotation to transcription factors. Additionally, the pheatmap (1.0.12), igraph (1.30) and ggplot2 (version 3.4.2) packages were used to generate heatmaps and various visualizations using colors from RcolorBrewer.^73^^,^^74^^,^^75^

#### Histology and immunostaining

Paraffin-embedded kidney and brain tissues were processed for (immuno)histological analysis. To quantify the percentage of interstitial fibrosis, Picro Sirius red histological staining was performed to detect collagen content. Kidney tissue slides were incubated with 0.2% Picro Sirius Red (PSR) solution (pH 2.0) for 1h followed by incubation with 0.01M HCl. The amount of PSR-positive staining per high power field (20x magnification) was quantified by Image J software. Beta amyloid plaques in brain slides were identified with beta Amyloid (1-42) antibody (Genetex: GTX134510). Quantification of the percentage of amyloid plaques was performed by the neuropathologist in a blinded manner.

#### *In vitro* experiments

Murine Immortalized proximal tubular epithelial cells (TECs) were generated in Sandrine Florquin’s lab and cultured in DMEM/HAM F12 (Gibco) supplemented with 10% fetal calf serum, penicillin/streptomycin, 2mM L-glutamin (Invitrogen), 5μg/ml insulin (Gibco), 5μg/ml transferrin (Gibco), 5ng/ml selenite (Gibco), 40pg/ml Tri-iodo-thyrionine (Sigma), 36ng/ml hydrocortisone (Sigma) and 20ng/ml EGF (Sigma). TECs were maintained in culture at 33°C in medium supplemented with 10ng/ml IFNγ (Prospec) to maintain SV40 expression. One week before experiments were performed, TECs were differentiated at 37°C for 7 days in presence of complete medium without IFNγ. TECs were stimulated with 20ng/ml murine recombinant TGFβ (Prospec) for 72 hours in DMEM/F12 supplemented with 10% fetal calf serum, penicillin/streptomycin and 2mM L-glutamin. Cmpd60 was added either together with TGFβ for 72 hours or added in the last 6 hours of the experiment. After 72hrs cells were washed with PBS and processed for protein isolation.

#### Cell and tissue lysates and immunoblot

##### Cell lysates

RIPA lysis buffer (50mM Tris pH7.5, 0,15M NaCl 2mM EDTA, 1% deoxycholic acid, 1% nonidet P40, 0,1% SDS supplemented with 4mM Na3VO4, 0,5mM NaF and protease inhibitors (Sigma)) was added to the cells at the end of the experiment. Cells lysates were centrifuged and protein concentration was measured using a BCA assay kit (Thermo Scientific).

##### Tissue lysates

Freeze dried tissues (kidney, brain and heart) were homogenized in lysisbuffer (120mM Tris pH 6.8, 4% SDS, 20% glycerol supplemented with protease inhibitors) and stored overnight at -20C. The next day the homogenates were passed through a 21G needle and protein was measured using a BCA kit (Thermo Scientific).

Twenty μg of protein was loaded onto a 4-12% Bis-Tris gradient gel (Invitrogen) and separated proteins were transferred on PVDF membrane (Millipore). After blocking aspecific signal, membranes were incubated overnight at 4°C with primary antibodies listed in KRT. The following day membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 hour at RT. Detection was done by ECL western blotting substrate (Thermo Scientific) and images were obtained on a LAS 4000 (ImageQuant). Band intensity was quantified through ImageJ.

#### Adult rat ventricular cardiomyocyte isolation and contractility measurement

The animal experiments were performed in accordance with the guidelines from the Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and approved by the ethics committees of Amsterdam University Medical Centers, VUMC location, Amsterdam, the Netherlands. Adult rat left ventricular cardiomyocytes (CMs) were isolated as described previously.^76^^,^^77^ Briefly, adult wild-type Wistar rats were terminated under anesthesia, followed by chest opening and heart extraction. The heart was cannulated through the aorta and perfused on a Langendorf perfusion set-up with liberase enzyme solution until the tissue was sufficiently digested. The atria and right ventricle were removed and the left ventricle was minced into small pieces and triturated. Subsequently, the cell suspension was filtered and re-suspended in CaCl_2_ buffers of increasing Ca^2+^ concentrations to reach a final concentration of 1mM. The isolated adult CMs were finally re-suspended in plating medium containing Medium 199 (Lonza, BE12-117F), 1% penicillin/streptomycin (Lonza, DE17-602DE) and 5% fetal bovine serum (PAA, A15-101), and seeded on 1% laminin (L2020-1MG, Sigma)-coated plates (24-well format Costar culture plate, Corning, 3524). One hour after plating, the medium was refreshed with maintenance medium containing Medium 199, 1% penicillin/streptomycin and Insulin-Transferrin-Sodium Selenite Supplement (Sigma-Aldrich; insulin, 10 mg l−1; transferrin, 5.5 mg l−1; and selenium 5μgl−1). Subsequently, the cells were stimulated with 5μM Cmpd60 (or corresponding vehicle, DMSO) for 2 hours at 37°C in humidified air with 5% CO_2_. After the stimulation, the contraction and relaxation of the CMs were measured with the MultiCell microscope system (CytoCypher, Amsterdam, the Netherlands) coupled to the Ionoptix high-speed sarcomere length measuring software (Ionoptix LLC, Westwood, Massachusetts). Unloaded intact rat CMs were monitored following field stimulation, and sarcomere shortening was measured and analyzed with the automated, batch analysis software transient analysis tools (Cytosolver, CytoCypher) to determine the contraction and relaxation profiles of the cells.

### Quantification and statistical analysis

#### RNA seq

Statistical analyses were performed using the edgeR v3.26.8 (Robinson et al., 2010) and limma/voom v 3.40.6^78^ R packages. All genes with more than 2 counts in at least 3 of the samples were kept. Count data were transformed to log2-counts per million (logCPM), normalized by applying the trimmed mean of M-values method^79^ and precision weighted using voom (Law et al., 2014). Differential expression was assessed using an empirical Bayes moderated t test within limma’s linear model framework including the precision weights estimated by voom.^78^^,^^80^ Resulting *p* values were corrected for multiple testing using the Benjamini-Hochberg false discovery rate. Data processing was performed using R v3.6.1 and Bioconductor v3.9. Partial least-squares discriminant analysis (PLS-DA) was performed using mixomics (Rohart et al., 2017) setting a variable of importance (VIP) score of greater than 1 as significant. Resulting *p* values (where applicable) were corrected for multiple testing using the Benjamini-Hochberg false discovery rate. Genes were re-annotated using biomaRt using the Ensembl genome databases (v91).

#### *In vivo* and *in vitro* assays

Statistical analyses were performed using PRISM (9.5.1) and specific tests and corrections for multiple hypothesis testing are listed in either each experiment’s figure legend or corresponding methods section.

# Supplementary material for: HDAC1/2 inhibitor therapy improves multiple organ systems in aged mice
**Source:** iScience. 2023 Dec 12;27(1):108681. doi: 10.1016/j.isci.2023.108681
**Supplement:** Document S1. Figures S1–S4

## **Supplemental information**

### **HDAC1/2 inhibitor therapy improves multiple organ systems in aged mice**

**Alessandra Tammaro, Eileen G. Daniels, Iman M. Hu, Kelly C. 't Hart, Kim Reid, Rio P. Juni, Loes M. Butter, Goutham Vasam, Rashmi Kamble, Aldo Jongejan, Richard I. Aviv, Joris J.T.H. Roelofs, Eleonora Aronica, Reinier A. Boon, Keir J. Menzies, Riekelt H. Houtkooper, and Georges E. Janssens**

| Ranked drug      | Lifespan or aging related effect                              |
|------------------|---------------------------------------------------------------|
| 3 sirolimus      | Extends lifespan in worms/flies/mice (Johnson 2013)           |
| 3 apigenin       | Suppresses inflammation (Perrot et al 2017)                   |
| 4 digoxin        | Extends lifespan in worms (Wang et al 2017)                   |
| 4 taxifolin      | Extends lifespan in worms (Benedetti 2008)                    |
| 5 staurosporine  | Extends lifespan in flies (Spindler et al 2012)               |
| 5 camptothecin   | Topo I inhibitor induces hormesis (Zhang et al 2015)          |
| 5 genistein      | Extends lifespan in worms (Lee et al 2015)                    |
| 5 catechin       | Extends lifespan in worms (Saul 2009)                         |
| 6 tretinoin      | Treatment for photo-aged skin (Kligman 1984)                  |
| 6 nifedipine     | Extends lifespan in rotifers (McTavish et al 1990)            |
| 6 nilotinib      | In silico identified geroprotector (Ziehm 2017)               |
| 6 fludarabine    | Improves healthspan in rotifers (Snell 2016)                  |
| 6 tranilast      | Treatment for inflammaging related diseases (Huang 2018)      |
| 6 pterostilbene  | Chemically related to resveratrol (Li 2017)                   |
| 6 calcitriol     | Vitamin D, extends lifespan in worms (Golegaonkar et al 2015) |
| 6 dactinomycin   | In silico identified geroprotector (Barardo et al 2017)       |
| 6 estradiol      | Extends lifespan in mice (Harrison et al 2014)                |
| 6 clarithromycin | Extends lifespan in rotifers (Snell 2016)                     |

**Figure S1 | Known effects of top ranked compounds, related to Figure 1.** Selection of the top ranked list of drugs mimicking the most longevity interventions in the context of aging.

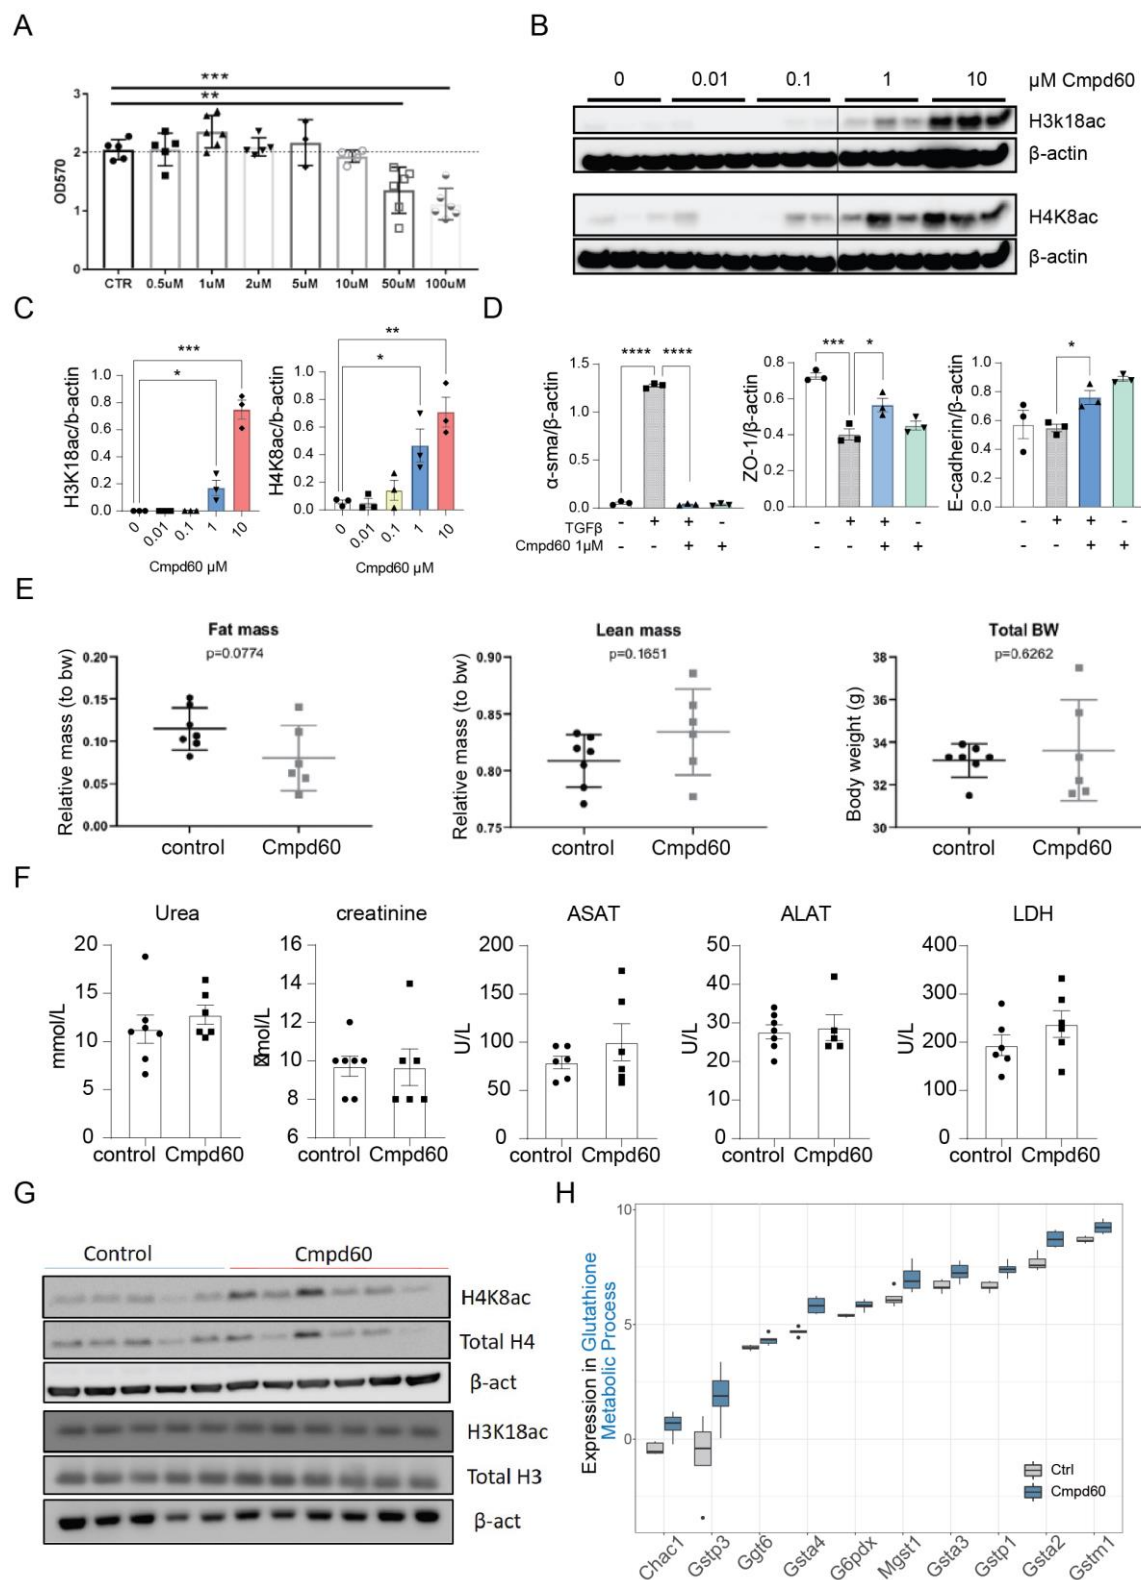

**Figure S2 | Cmpd60 and aged kidney, related to Figure 2**

A) MTT toxicity assay of Cmpd60 at various doses in tubular epithelial cells (TECs) stimulated for 72hours. B) Representative western blot showing expression of H3k18Ac, H4K8Ac and  $\beta$ -actin in TECs stimulated with different doses of Cmpd60 for 72hrs. C) Relative expression of H3K18Ac and H4K8Ac. Protein expression levels were normalized against  $\beta$ -actin and expressed as mean  $\pm$  SEM. Three independent experiments were performed. T-test was used to determine statistical differences, \* $P < 0.05$ ; \*\* $P < 0.01$  \*\*\* $P < 0.001$ .  $n = 3$ /group. D) Relative expression of  $\alpha$ -SMA, ZO-1 and E-cadherin in TECs stimulated with TGF $\beta$  (20ng/ml) with and without 1 $\mu$ M Cmpd60. Protein expression levels were

normalized against  $\beta$ -actin and expressed as mean  $\pm$ SEM. Three independent experiments were performed. Student's t-test was used to determine statistical differences, \* $P < 0.05$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$   $n = 3/\text{group}$ . E) EchoMRI of aged mice treated with or without Cmpd60, shows no evidence of toxic effects (Student's t-test). F) Plasma biochemistry markers of aged mice treated with or without Cmpd60, shows no evidence of toxic effects in kidney (urea and creatinine), liver (ASAT and ALAT) and body (LDH) (Student's t-test). G) Representative western blot showing expression of H3K18ac, total H3, H4K8ac, H4 total and  $\beta$ -actin in aged kidneys treated with control or Cmpd60 as indicated in Figure 2B. ( $n = 5-6/\text{group}$ ).

H) Boxplot of counts per million (CPM) expression values of genes in Cmpd60 treated aged mouse kidney from the GO term enrichment of glutathione metabolic process. Color represents condition, grey for control and blue for Cmpd60.

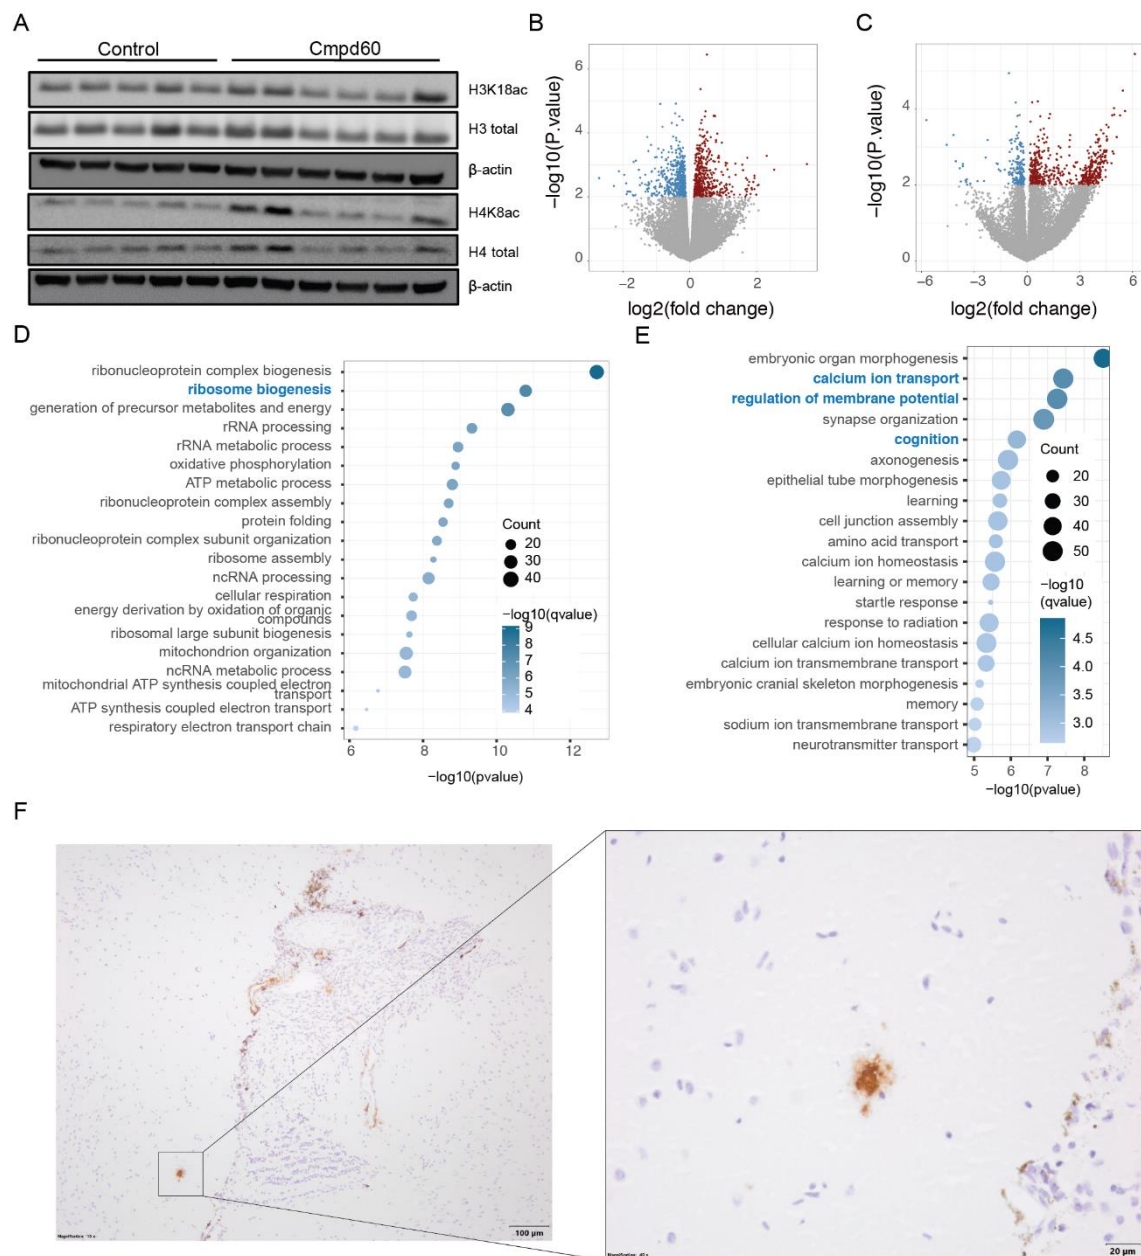

**Figure S3 | Cmpd60's effects on the aged and diseased brain, related to Figure 3**

A) Representative Western blot showing expression of H3K18ac, total H3, H4K8ac, H4 total and β-Actin in aged brains treated with control or Cmpd60 as indicated in Figure 2B. (n=5-6/group). B) Volcano plot of RNAseq differential expression, aged brain, treated vs untreated. Genes with p-value < 0.01 were colored (red: up-regulated, blue: down-regulated). C) Volcano plot of RNAseq differential expression, transgenic brain, treated vs untreated. Genes with p-value < 0.01 were colored (red: up-regulated, blue: down-regulated). D) GO term enrichments DOWN, transgenic brain, treated vs untreated. E) GO term enrichments UP, transgenic brain, treated vs untreated. F) Representative IHC pictures at different magnifications of β-amyloid plaques in transgenic AD mice brain.

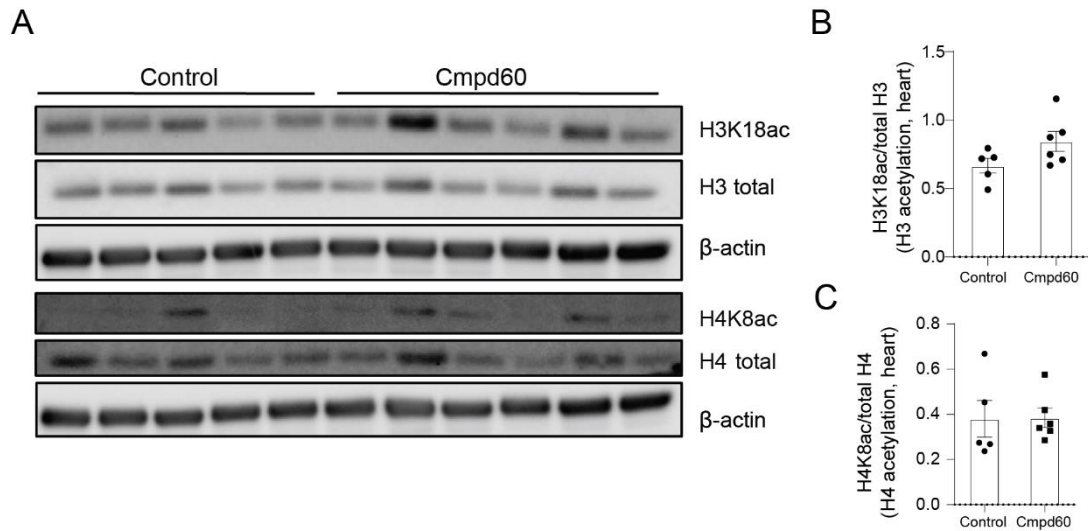

**Figure S4 | The effect of Cmpd60 on heart tissue, related to Figure 4**

A) Representative western blot showing expression of H3K18ac, total H3, H4K8ac, H4 total and  $\beta$ -Actin in aged hearts treated with control or Cmpd60 as indicated in Figure 2B (n=5-6/group). B) Relative expression of Histone H3 acetylation levels (H3k8Ac) assessed by western blot in heart tissue of aged mice treated with control and Cmpd60. Protein expression was normalized against H3 total and expressed as mean  $\pm$ SEM (n=6/group). C) Relative expression of Histone H4 acetylation levels (H4k8Ac) assessed by western blot in brain tissue of aged mice treated with control and Cmpd60. Protein expression was normalized against H4 total and expressed as mean  $\pm$ SEM (n=5-6/group).

How the deposited data were processed for this re-analysis (not part of the article)

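RNA of aged kidney, brain and heart and of the brain of the APPSWE dementia model was sequenced by the authors in 54 libraries, 34 of aged tissue and 20 of the dementia model. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 and counted them with HTSeq, and deposited the count of reads on each Ensembl gene in each library, without normalization. Each library lists the same 54232 genes and 5 summary lines, which were left out before normalization. The summary lines held from 16.6% to 22.1% of all reads in the aged tissues and from 15.4% to 19.5% in the dementia model. Gene counts ranged from 23584609 to 57430113 per aged library, with a median of 28719566. Floors of 3 counts cover counting error only, since PCR copies cannot be told from separate molecules.

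Libraries are named by their number in the study's tables. Groups were taken from the column headings of the paper's tables, and from the sample labels for the libraries from s150 to s158, whose headings are in a part not used here. The treatment field of the kidney labels gives the opposite of their titles and of Table S1, which were followed. For replicate s139, the labels give control and Table S5 gives Cmpd60, which was followed. To see how the paper grouped the libraries, limma-voom was run on the counts and compared with the log2 fold changes of the paper. Only a part of its tables was held, 1019 of 19275 genes for the kidney, 988 of 22588 for the brain, 589 of 21988 for the dementia model and 1018 of 17771 for the heart. Across these genes, which are not independent replicates, the Pearson correlation was 0.99997 in the kidney, 0.99999 in the brain and 0.99993 in the heart. For the treatment of the transgenic mice, it was 0.9998 with replicate s139 as Cmpd60-treated and 0.871 with this replicate as a control mouse. These correlations show which groups the paper used and cannot show which treatment a mouse received. Since the tables were held in part, no enrichment was computed, and the term values given are the paper's. GO, KEGG and motif databases and the assays other than RNA sequencing were not used here.

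Names were matched to 32651 genes, 2604 of them updated to a current symbol. Gstp3 could not be matched to a gene identifier. All computations were run in R 4.3.3. Counts were normalized with the TMM method and tested with the quasi-likelihood test of edgeR 4.0.16, over genes with more than 2 counts in at least 3 of the fitted libraries, with Benjamini-Hochberg adjustment. Each aged tissue was fitted on its own, the 20 dementia libraries together, and the 34 aged libraries together for differences between tissues, as if they came from separate mice, since the labels do not tell which tissues share a mouse. CPM values use TMM library sizes, and log2 CPM a prior count of 2. Gene families were tested with camera at a preset correlation of 0.01 and with fry, both of limma 3.58.1, and PLS-DA was run with 2 components in mixOmics 6.26.0. Permutation tests of single genes were exact and two-sided, and the overlap between tissues was compared with 10000 permutations of the genes. Random draws used the seed 20231212. The tests were checked on simulated counts, in which DESeq2 made 18.0% false calls in the kidney and edgeR 6.06%.

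The tests, groups, filters, families and most alternatives were set before the data were examined. Genes named in the text are those that the paper names for a comparison and, for each comparison, the 2 raised and 2 lowered genes with the largest fold change among genes past the adjusted threshold, or a p-value below 0.01 where none passed, with a mean of at least 1 CPM and complete separation of the groups. Alternatives were DESeq2 1.42.0, limma-voom with and without library quality weights, DESeq2 size factors in edgeR, no filter, a filter of at least 10 counts, counts thinned to the smallest library, each library left out in turn, replicate s139 as a control mouse, and only the 2 groups compared. Marker lists of cell types were used to test explanations. Some genes that meet the rule for named genes are given only within the summary of their list, and 1 is not reported here.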

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

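The tests of the Rpl29 variant, the pituitary and the proximal tubule were chosen only after the result was seen.

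Of 64 groups of libraries tested for a library far from the others, 8 had one, where 3.2 would be expected by chance. Gene counts were far above the rest of the group in control heart replicate 67 at 43792168, transgenic Cmpd60-treated replicate s143 at 55844566, transgenic control replicate s140 at 55871402 and littermate control replicate s150 at 37844133. Cox7c was at 92.4 CPM in Cmpd60-treated brain replicate 36, and Shank3 at 349 CPM in transgenic Cmpd60-treated replicate s148. Arc was at 135 CPM in littermate control replicate s151 and at 122 CPM in littermate Cmpd60-treated replicate s157. Thinning all counts to the smallest library left 471 genes with a p-value below 0.01 for the treatment of the transgenic mice, against 531, so depth alone is unlikely to account for that number. No biological explanation was tested for single libraries.

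For 6 genes, the effect of Cmpd60 differed between tissues at an unadjusted p-value below 0.05 in a test of the difference itself, and over all genes only Gsta2, Gsta4 and Gstp1 passed the adjustment, Gsta2 not with limma-voom, where its adjusted p-value was 0.395. On the log2 scale, Gsta2 rose by 1.75 more in the kidney than in the heart, Gsta4 by 1.22 more than in the brain and 1.17 more than in the heart, and Gstp1 by 0.77 and 0.84 more. Wnt5a differed in the brain by -0.34 from the kidney and by -0.49 from the heart. Scx rose by 0.71 more in the heart than in the kidney and by 1.02 more than in the brain, and Emilin1 by 0.70 more than in the brain. Adjusted over the list alone, 10 differences passed, and 8 with limma-voom, in which Emilin1 between heart and brain had an unadjusted p-value of 0.0640 and Wnt5a between brain and kidney of 0.0532. The test treats the libraries of the tissues as separate mice. Of 100 splits of the libraries within each tissue, 1 gave as many differences, the real split, and the others at most 7, but the paper chose the genes on these libraries, so this count decides nothing about chance. Reads moved between paralogs would leave the sum of the glutathione S-transferase family unchanged, but the sum rose (exact permutation test, p = 0.00433). More proximal tubule in the treated kidneys would raise its markers, and their median log2 fold change was -0.31. A response to Cmpd60 that depends on the tissue stays open along with the choice of the genes, and other cell types were not all tested.

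The paper does not discuss the genes with the largest changes among those with complete separation of the groups. In the kidney, the log2 fold changes were 2.62 for Ugt1a10, 2.09 for Gm6614, -1.94 for Slc22a22 and -1.92 for Hrg. In the brain, they were 0.52 for Rab26, -0.91 for Fabp7 and -0.42 for Hcn4. In the heart, they were 2.31 for Lcn2, 1.43 for Tnnt1, -1.44 for ENSMUSG00000115924 and -1.17 for Cryba4. As for the number of genes past the adjusted threshold, 1 of 100 splits in the kidney, 1 of 100 in the brain and 1 of 100 in the heart gave as many, the real split in each. Technical explanations were not tested for each of these genes.

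Rpl29 was at 16.4 CPM or more in 13 of the 20 dementia libraries and at most at 1.74 CPM in the others. It was high in all 10 transgenic libraries, in the Cmpd60-treated littermate replicates s153, s157 and s158, and in 0 control littermates. A strain variant in the colony is a candidate explanation, since Rpl29 was above 5 CPM in 34 of 34 aged libraries, from 41.9 to 183.2 CPM. A first version of the test, with 5 CPM as the threshold for each of 3 features of the locus, came out against the variant, and with each feature's largest gap instead all 20 libraries fell on the same side for the 3 features. Rpl29 and ENSMUSG00000094446, which both passed the adjustment between the control groups, are among these features. An effect of the transgene on Rpl29 was not tested.

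Gh was at up to 332 CPM, in littermate Cmpd60-treated replicate s157, with a median of 0.746 CPM over the dementia libraries. Pituitary tissue in some brain samples is a candidate explanation, since Gh followed the median of the other pituitary genes over the 20 libraries (Spearman 0.804, permutation p = 6e-05, and Pearson on the log2 scale 0.847, permutation p = 1e-05, where 1e-05 is the smallest the permutations can give). Without the 2 farthest libraries, the Pearson correlation was 0.780.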

How the results depend on the processing

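The alternatives that pair limma-voom with another threshold were chosen only after the result was seen. No paired analysis was possible because no replicate number is shared between groups in the labels. Of 82 results for named genes, 43 kept their direction and side of the threshold in every alternative and every fit without 1 library, and 1 reversed. That was Shank3 in the treated transgenic mice, at -0.016 without replicate s148 and between this and 0.073 in the other fits without 1 library. Counted once for each named gene result and each alternative fitted to it, leaving out single libraries aside, 24 became weaker, 11 stronger and 557 stayed the same. The causes of the changes given here were not tested.

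DESeq2 gave more genes with an adjusted p-value below 0.05, at 429 in the kidney, 429 in the brain, 746 in the heart, 19 for the treatment of the transgenic mice, 19 between the control groups, 1 between the treated groups, 4 for the littermates and 6 for the interaction. It gave 143 genes with a p-value below 0.01 for the littermates. In simulated counts, DESeq2 made 18.0%, 12.9%, 17.4% and 23.9% false calls in kidney, brain, heart and dementia model. With limma-voom, 2 genes passed the adjustment in the brain and 1 for the treatment of the transgenic mice, and 128 had a p-value below 0.01 for the interaction. With library quality weights, the numbers at a p-value below 0.01 were 308 between the treated groups and 323 for the littermates, and the adjusted numbers were 8 and 1, with 1 between the control groups. The gene between the control groups was lower in the transgenic mice, so neither Rpl29 nor ENSMUSG00000094446 passed there.

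Without a filter, 94 genes passed the adjustment in the kidney, 102 in the brain, 4 for the treatment of the transgenic mice, 2 for the littermates and 2 for the interaction. At a p-value below 0.01, 101 differed between the treated groups, 181 for the littermates and 489 for the interaction. With at least 10 counts, fewer genes were tested, and the numbers at a p-value below 0.01 were 240 for the treatment of the transgenic mice, 143 between the control groups, 16 between the treated groups, 48 for the littermates and 65 for the interaction. With only the 2 groups compared, they were 264 for the treatment of the transgenic mice and 89 between the control groups. With an adjusted p-value below 0.05 in the heart, 12 genes were raised and 2 lowered in all 3 tissues, and with limma-voom added, chosen after seeing the data, 10 and 2. With limma-voom and a p-value below 0.05, chosen after seeing the list sizes of the paper, 2778 genes were counted for the treatment of the transgenic mice and 1036 for the interaction. The oxidative phosphorylation family was at a p-value of 0.0610 in fry and 0.116 with an estimated correlation. In the heart PLS-DA, 3 libraries were assigned to the other group without scaling.

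Across fits that each left out 1 library, the genes with a p-value below 0.01 ranged from 524 without replicate 47 to 1044 without replicate 52 in the kidney, from 731 without replicate 34 to 1715 without replicate 29 in the brain, and from 706 to 1079 in the heart. For the treatment of the transgenic mice, they ranged from 307 without replicate s140 to 646, between the control groups from 248 without replicate s140 to 512, and between the treated groups from 22 without replicate s152 to 52. For the littermates, they ranged from 41 without replicate s155 to 156 without replicate s157, and for the interaction from 189 to 280. The adjusted numbers ranged from 20 without replicate 46 to 131 without replicate 52 in the kidney, from 1 without replicate 33 to 372 without replicate 29 in the brain, and from 36 without replicate 72 to 247 in the heart. They ranged from 0 to 1 without replicate s151 for the treatment of the transgenic mice, from 1 without replicate s150 to 4 without replicate s151 between the control groups, from 0 to 2 without replicate s152 for the littermates, and from 0 to 1 without replicate s152 for the interaction. Between the treated groups, the number was 0 in each fit, and 457 genes had an unadjusted p-value below 0.05 with all libraries. The camera p-values of the families stayed at or below 7.16e-08 for the glutathione S-transferase, 3.36e-11 for the oxidative phosphorylation and 2.22e-12 for the ribosomal protein genes.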

Differences from the paper's values

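The paper's enrichment tables count the genes of each list that have a GO annotation, so each list holds at least that number of genes, while the numbers found here count all genes, with or without an annotation. For the treatment of the transgenic mice, the paper's numbers are 1347 raised and 583 lowered genes, and 393 raised and 138 lowered genes had a p-value below 0.01 here. The alternatives set before the data were examined gave from 135 to 542 raised and from 83 to 255 lowered genes, and none reached within 1.5 times of the paper's numbers. With limma-voom and a p-value below 0.05, which was chosen after seeing the paper's numbers, 2079 genes were raised and 699 lowered, the second within 1.5 times of the paper's number.

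For the interaction, the paper's numbers are 521 raised and 214 lowered genes, and 175 and 78 were found here. Of the alternatives set before the data were examined, only no filter on low counts came within 1.5 times, with 198 lowered genes, and the raised genes ranged from 44 to 291. With limma-voom and a p-value below 0.05, chosen after seeing the paper's numbers, 735 genes were raised and 301 lowered, both within 1.5 times. As the paper's numbers are lower bounds, a setting that gives fewer genes cannot give the paper's lists. This holds for the main fit and for every alternative set before the data were examined, the 198 lowered genes without a filter included. Limma-voom with a p-value below 0.05 gave more genes than the bounds, and for it these comparisons do not tell whether it gives the paper's lists.

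The paper states that expression changed far more in the heart than in kidney and brain, and at a p-value below 0.01 the brain had 1048 genes and the heart 1038, an order that a filter of at least 10 counts reversed, with 956 and 1014, and that leaving out brain replicate 34 also reversed, with 731 in the brain. At an adjusted p-value below 0.05, the heart had the most genes, as in the paper, with 229 against 62 in the kidney and 5 in the brain. This order also depended on single libraries. The brain had 372 such genes without control replicate 29, and the heart 36 without Cmpd60-treated replicate 72. The paper's results text gives an adjusted threshold for the heart in the overlap of the tissues, under which 12 raised and 2 lowered genes were shared here against the paper's 41 and 30. Under a p-value below 0.05 in each tissue, which its methods state for the input of the motif analysis, 51 and 24 were shared. The paper calls Gsta2, Gsta3 and Emilin1 specific to a tissue, and the differences of 0.80 for Gsta2 between kidney and brain, 0.43 and 0.23 for Gsta3, and 0.23 for Emilin1 between heart and kidney had p-values of 0.257, 0.197, 0.381 and 0.260. The paper names Pla2g6, Cx3cr1, Ncam1 and Cyfip1 as raised by Cmpd60 in the interaction, and their unadjusted p-values were 0.172, 0.0607, 0.0745 and 0.0565. Across the alternatives, which include other tests, these ranged from 0.0187 to 0.598, 0.0232 to 0.0751, 0.0475 to 0.457 and 0.0303 to 0.215. Each of these genes thus lay below 0.05 in at least 1 alternative and above it in others.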

Other observations

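The tests of fibroblasts, proximal tubule, blood, striatal neurons, microglia, the double weight of libraries, and the distance against genes detected were chosen only after the result was seen.

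In 100 splits of the libraries, the real split included, 1 gave as many genes with a p-value below 0.01 in the kidney, 3 in the brain and 1 in the heart. In the dementia model, 6 splits gave as many for the treatment of the transgenic mice, 26 between the control groups, 85 between the treated groups, 41 for the littermates and 44 for the interaction. For the adjusted threshold, 1 split gave as many between the control groups, and 100 did in each comparison where 0 genes passed, in which 2400, 457, 885 and 1273 genes had an unadjusted p-value below 0.05. For the glutathione S-transferase family, 1 split gave a p-value as small, for oxidative phosphorylation 11, and for the ribosomal protein genes 9. Thus the lower oxidative phosphorylation and ribosomal protein genes are not set apart from other groupings of the same libraries. The families follow terms that the paper found on these libraries, so the 1 split for the glutathione S-transferase family is not independent evidence. For genes raised in all 3 tissues 1 split gave as many, and for lowered genes 1. In the PLS-DA, 3 splits in the kidney, 1 in the brain and 1 in the heart had as few libraries assigned to the other group, while 97, 100 and 100 were free of overlap on component 1, as can be had with more genes than libraries. The ratio of distances in the dementia model was as large in 47 of 100 splits of the transgenic libraries.

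For the lower oxidative phosphorylation genes in the brain, gene sets matched for transcript length or GC content had a median as low in a share of 0.0001 for each, the smallest they can give, and sets of the same length had a median log2 fold change of -0.05. With cerebellar markers as a covariate, the camera p-value was 0.000937 and the median moved from -0.14 to -0.05, so a difference in dissection may account for part or all of it. Without the covariate, the other splits of the libraries had a median camera p-value of 2.94e-05. The value of 0.000937 therefore does not show that a fall remains. After thinning, the camera p-value was 5.35e-18, which argues against depth.

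For the lower ribosomal protein genes in the transgenic mice, the share of matched sets was 0.00450 for length and 0.0001 for GC content. Sets of the same length had a median log2 fold change of -0.12 against -0.20 for the family, so short genes as such were lower too, and length is argued against only as the whole cause. Their pseudogenes had a median log2 fold change of -0.20, where reads moved to pseudogenes would raise them. With genes detected as a covariate, the camera p-value was 6.80e-07 and the median -0.15.

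More genes were raised than lowered in the treated transgenic mice, and uneven library complexity is a candidate explanation. With genes detected as a covariate, 37.8% of 833 genes were raised, and among genes of at least 10 CPM 45.8% were. The covariate also turned the share of raised genes from 20.2% to 63.3% between the control groups, from 30% to 72.2% between the treated groups and from 67.7% to 30.4% for the littermates, while for the interaction it went from 69.2% to 51.8% and did not reverse. The distance of the 20 libraries from the littermates in the PLS-DA fell with genes detected (Spearman -0.674, permutation p = 0.00149, and Pearson -0.716, permutation p = 0.00012). Without the 2 farthest libraries the Pearson correlation was -0.703, within the transgenic libraries -0.690 and within the littermates -0.723. The number of genes detected comes from the same counts and rises when genes of low counts are raised. The covariate therefore cannot tell uneven complexity from an effect of Cmpd60 on the number of genes expressed, which stays open.

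With atrial markers as a covariate, 7 of the 7 heart valve genes had a p-value below 0.05, with log2 fold changes from 0.35 to 0.89. This argues against a share of atrium as the whole cause for these genes, which the study chose on these libraries. In the same fit, 20 heart genes had an adjusted p-value below 0.05, in place of 229. A p-value below 0.01 was found for 649, in place of 1038. A share of atrium stays open for the number of changed heart genes. Fibroblast markers had a median log2 fold change of -0.0066 with 3 raised and 3 lowered, which leaves a share of fibroblasts open. Genes shared by the 3 tissues exceeded permutations within bins of expression (permutation p = 0.0001 for raised and 0.0001 for lowered genes, the smallest they can give), which do not take into account that tissues share mice. Blood left in the tissues was tested in more than 1 way. Erythrocyte markers were raised in the 3 tissues, with medians of 0.42, 0.21 and 0.28, which goes with blood, and that test was replaced after its outcome was seen by a fit with these markers as a covariate, in which 41 genes were raised in all 3 tissues, 36 of them among the original 51.

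For the cognition genes in the interaction, a share of striatal tissue is a candidate explanation, since striatal markers without the cognition genes had a camera p-value of 0.000536 and a fry p-value of 0.0883. With all markers, before the cognition genes were left out, the camera p-value was 3.31e-05. Microglia markers without the cognition genes had a camera p-value of 0.134 and a fry p-value of 0.0741. With all markers, their camera p-value was 0.0348, so microglia cannot be told apart from an effect on the cognition genes with so few markers. All 5 markers were raised in each list and neither fry p-value was below 0.05, so the striatal explanation rests on camera alone. In the paper's contrast, 2 transgenic libraries had 1.41 times the mean weight of the others, where entry of the same library 2 times would give more.

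The choroid plexus markers were lower in 12 of 12 genes between the treated groups, with a median log2 fold change of -0.65 and a fry p-value of 0.0486. Hdac1 had log2 fold changes of 0.20 in the kidney, 0.03 in the brain, 0.05 in the heart and 0.54 in the transgenic mice, and Hdac2 of 0.03, 0.04, -0.08 and -0.13, with 0 of these past the adjustment.

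For the treatment of the littermates, the separated genes with the largest changes were Aqp4 at a log2 fold change of 0.50 (standard error 0.10, adjusted p = 0.202 from edgeR), Lgr4 at 0.47, ENSMUSG00000100007 at -2.83 and Pop4 at -0.90. Between the treated groups, they were Pop4 at 0.99, Emc10 at 0.29, Hba-a1 at -1.34 and Tmem72 at -1.06, and for the interaction Doc2g at 5.44 and ENSMUSG00000109460 at 6.01 were the largest raised. In fits without 1 library, ENSMUSG00000109460 ranged from 4.59 to 10.3, Doc2g from 4.66 to 6.25 and ENSMUSG00000100007 from -3.38 to -1.68. The mean of ENSMUSG00000109460 in control transgenic mice was under what a count of 0 allows, so its size and rank are uncertain. None of these passed the adjustment, and 885, 457 and 1273 genes had an unadjusted p-value below 0.05 in these comparisons.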
